# Transcriptome analysis in a humanized mouse model of familial dysautonomia reveals tissue-specific gene expression disruption in the peripheral nervous system

**DOI:** 10.1038/s41598-023-51137-6

**Published:** 2024-01-04

**Authors:** Ricardo Harripaul, Elisabetta Morini, Monica Salani, Emily Logan, Emily Kirchner, Jessica Bolduc, Anil Chekuri, Benjamin Currall, Rachita Yadav, Serkan Erdin, Michael E. Talkowski, Dadi Gao, Susan Slaugenhaupt

**Keywords:** Gene ontology, Gene regulatory networks, High-throughput screening, Statistical methods, Functional genomics, Gene expression, Neurological disorders

## Abstract

Familial dysautonomia (FD) is a rare recessive neurodevelopmental disease caused by a splice mutation in the Elongator acetyltransferase complex subunit 1 (*ELP1*) gene. This mutation results in a tissue-specific reduction of ELP1 protein, with the lowest levels in the central and peripheral nervous systems (CNS and PNS, respectively). FD patients exhibit complex neurological phenotypes due to the loss of sensory and autonomic neurons. Disease symptoms include decreased pain and temperature perception, impaired or absent myotatic reflexes, proprioceptive ataxia, and progressive retinal degeneration. While the involvement of the PNS in FD pathogenesis has been clearly recognized, the underlying mechanisms responsible for the preferential neuronal loss remain unknown. In this study, we aimed to elucidate the molecular mechanisms underlying FD by conducting a comprehensive transcriptome analysis of neuronal tissues from the phenotypic mouse model *TgFD9*; *Elp1*^*Δ20/flox*^. This mouse recapitulates the same tissue-specific *ELP1* mis-splicing observed in patients while modeling many of the disease manifestations. Comparison of FD and control transcriptomes from dorsal root ganglion (DRG), trigeminal ganglion (TG), medulla (MED), cortex, and spinal cord (SC) showed significantly more differentially expressed genes (DEGs) in the PNS than the CNS. We then identified genes that were tightly co-expressed and functionally dependent on the level of full-length *ELP1* transcript. These genes, defined as *ELP1* dose-responsive genes, were combined with the DEGs to generate tissue-specific dysregulated FD signature genes and networks. Within the PNS networks, we observed direct connections between Elp1 and genes involved in tRNA synthesis and genes related to amine metabolism and synaptic signaling. Importantly, transcriptomic dysregulation in PNS tissues exhibited enrichment for neuronal subtype markers associated with peptidergic nociceptors and myelinated sensory neurons, which are known to be affected in FD. In summary, this study has identified critical tissue-specific gene networks underlying the etiology of FD and provides new insights into the molecular basis of the disease.

## Introduction

Familial dysautonomia (FD) is a rare neurodevelopmental disorder that affects both the peripheral nervous system (PNS) and the central nervous system (CNS)^1^. The underlying cause of FD is an intronic splice-site mutation in the Elongator acetyltransferase complex subunit 1 gene (*ELP1*, previously known as *IKBKAP*) that results in the tissue-specific skipping of exon 20^2^. The nervous system expresses the lowest amount of full-length *ELP1* transcript and protein^2^.

*ELP1* encodes subunit 1 of the Elongator Acetyltransferase Complex, which is a highly conserved six-subunit complex^3–8^. This complex is involved in numerous cellular functions*,* including exocytosis, cytoskeletal organization, axonal transport, cellular adhesion, cellular migration of cortical neurons, tRNA modification, and transcriptional elongation^9–18^. Through its histone acetyltransferase activity, ELP1 plays a significant role in transcriptional elongation and chromatin organization^4,19,20^. ELP1 also modulates translational efficiency with a biased usage of AA and AG-ending codons, through wobble uridine tRNA modifications^21–23^.

FD patients exhibit a range of neurological symptoms that manifest from birth and worsen over time, including diminished pain and temperature sensation, visual loss, kyphoscoliosis, proprioceptive ataxia, and difficulty regulating body temperature and blood pressure^1,24–26^. Loss of sensory neurons in the dorsal root ganglion (DRG), including nociceptors and proprioceptors, is a prominent feature of FD^25,27–29^. Nociceptors are specialized sensory neurons that detect and transmit signals related to pain and temperature perception. In FD patients, there is a diminished ability to perceive pain and temperature, which can lead to insensitivity to potentially harmful stimuli^30^. Proprioceptors are sensory neurons responsible for detecting body position and movement and their loss in FD results in proprioceptive ataxia, causing difficulties in coordinating movements and maintaining balance^30,31^. The loss of both nociceptors and proprioceptors contributes to the complex neurological symptoms observed in FD patients.

Mouse models of FD have contributed significantly to our understanding of the role of ELP1 in neural development and function. Multiple studies have provided evidence supporting the crucial role of ELP1 in maintaining neuronal survival and tissue innervation^32–34^. The *Elp1* KO mouse provided the first insights into the role of Elp1 in transcriptional elongation and gene expression regulation despite leading to lethality at the mid-gastrulation stage^7^. RNA-seq transcriptomic profiling of mouse embryos expressing increasing levels of human ELP1 revealed dysregulation of genes essential to early-stage nervous system development and to the identification of a set of co-expressed genes whose expression highly correlated with the level of ELP1^35^*.* These ELP1 dose-responsive genes were enriched for axon and cell projection formation which supports the role of ELP1 in the expression of genes important for target tissue innervation and is consistent with the innervation failure observed in FD^35^. A phenotypic FD mouse model was generated by introducing the human *ELP1* transgene carrying the FD major splice mutation (*TgFD9*) into a hypomorphic *Elp1*^*Δ20/Flox*^ mouse^27^. This humanized mouse mimics the tissue-specific mis-splicing seen in FD patients, as well as many phenotypic characteristics of the human disease^36,37^.

While the PNS is known to be significantly affected in FD, the specific gene networks responsible for this disruption have not been identified. In the current study, we uncovered putative, tissue-specific, and convergent molecular mechanisms underlying FD by analyzing the transcriptomes of several neuronal tissues (Fig. 1). We collected DRG and trigeminal ganglion (TG) as representative PNS tissues, and cortex, medulla (MED), and spinal cord (SC) as representative CNS tissues, from both control and FD phenotypic mice^36^ (Fig. 1A). To unravel tissue-specific transcriptomic dysregulation, we identified differentially expressed genes (DEGs) and ELP1 dose-responsive genes (Fig. 1A). We then constructed FD-dysregulated gene networks from these transcriptional signatures based on their known protein–protein interactions (Fig. 1B). Finally, we compared FD signature genes to determine functional convergence across tissues in FD (Fig. 1C). This comprehensive transcriptome analysis provides valuable insights into the regulatory mechanisms underlying FD pathogenesis and sheds light on the shared dysregulation observed in FD PNS tissue.

**Figure 1:**
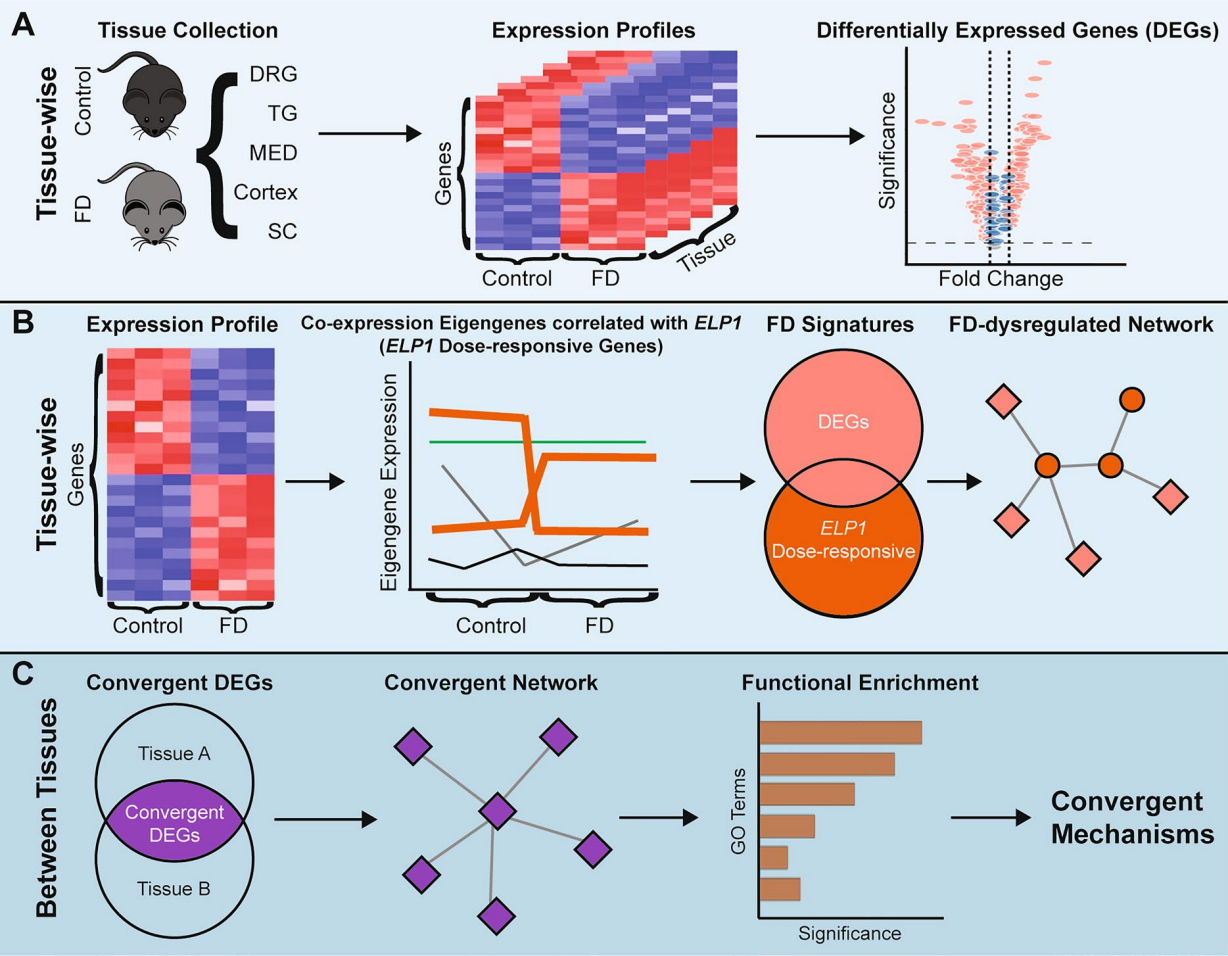
Experiment design and analysis workflow. (**A**) Tissue-specific DEG analyses to reveal the most dominant influence of ELP1 reduction. (**B**) Assembly of FD gene signatures and the disrupted gene network by integrating DEGs and ELP1 dose-responsive genes. (**C**) Identification of convergent disease mechanisms of FD across tissues using shared DEGs.

## Results

### ELP1 reduction leads to tissue-specific transcriptome changes

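RNA-seq libraries of DRG, TG, MED, cortex and SC were made from 12 control mice and 13 FD mice at 3 months of age. DRG and TG are the sensory ganglia of the body and the face and belong to the PNS, while MED, cortex and SC belong to the CNS. Each tissue had 13 FD libraries and 12 control libraries, except DRG with 11 control libraries, which makes 124 libraries from 25 mice. For 14 FD libraries, 13 of TG and 1 of MED, the title names FD while the genotype label names wild type, and they are counted as FD here. The authors' comparison of FD with control in TG cannot have followed the genotype label, since it names wild type for every library of that tissue. The authors trimmed reads with Trimmomatic 0.36, aligned them with STAR 2.5.22b to the mouse transcriptome with human ELP1 added, and counted them per gene with HTSeq 0.11.2. They kept genes with a median of at least 0.1 counts per 1e6 reads in a genotype and fitted FD against control in each tissue with DESeq2, both sexes together and with surrogate variables in the model. All values here start from the authors' deposited table, which gives for each gene and tissue the mean normalized count, the log2 fold change with its standard error, the Wald statistic, the p-value and the adjusted p. It pools the libraries of a tissue, so values and read totals per library are not analysed here. The median over genes of the mean normalized count in the authors' deposited table is 494 in DRG, 546 in TG, 455 in MED, 426 in cortex and 450.3 in SC. That table holds a p-value for 19384 genes in DRG, 19934 in TG, 19957 in MED, 20048 in cortex and 20291 in SC, and an adjusted p for 16753, 16455, 12992, 13829 and 20291 of them. Folds are FD over control, 2 raised to the log2 fold change, with a 95% confidence interval (CI) from the standard error. A gene is said to rise or fall where its adjusted p in the authors' deposited table is under 0.1, whatever the size of its fold. Groups of genes were tested with cameraPR of limma 3.58.1 on the Wald statistics, with a preset correlation between genes of 0.01, and adjusted by the Benjamini-Hochberg method over 230 combinations of list and tissue at 0.05. Differences between tissues were tested with z tests of the log2 fold changes, which take the errors of both tissues as independent although the same mice gave all tissues.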

To uncover the tissue-specific molecular alterations underlying FD, we conducted transcriptome analysis in DRG, TG, cortex, MED, and SC from 3-month-old, humanized FD-phenotypic mouse *TgFD9; Elp1*^*Δ20/flox*^^36^. The *TgFD9; Elp1*^*Δ20/flox*^ mouse carries one *Elp1* allele in which exon 20 is deleted (*Elp1*^*Δ20*^ allele), one *Elp1* allele with loxP sites flanking exon 20 (hypomorphic *Elp1*^*flox*^ allele) and the human *TgFD9* transgene containing 9 copies of the complete *ELP1* gene into which we inserted the major IVS20+6T>C splice mutation^36,38^ (Supplementary Fig. S1). We first measured the expression levels of full-length *ELP1* transcript in each tissue and found a significant downregulation of full-length transcript in all five mouse neuronal tissues (Fig. 2A). In mouse tissues, the expression of FD full-length *ELP1* transcript compared to controls was 30.97% in DRG, 39.51% in TG, 44.56% in MED, 54.45% in Cortex, and 44.62% in SC. 

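Elp1, which encodes the scaffold subunit of the Elongator complex, fell in all 5 tissues of FD mice. Counted over the whole mouse gene, its mRNA stood at 38.9% of control in DRG (95% CI 36.0 to 42.0) and at 40.1% in TG (37.4 to 43.0). In the CNS it stood at 46.9% in MED (43.6 to 50.4), 48.0% in SC (45.0 to 51.2) and 62.8% in cortex (60.0 to 65.7). The fall was smaller in cortex than in each other tissue: the log2 fold change differed by -0.69 between DRG and cortex (z = -10.6, adjusted p = 1.5e-25 over the 10 pairs of tissues) and by 0.39 between cortex and SC (adjusted p = 7.9e-11). It was larger in DRG than in MED (adjusted p = 6.6e-04, difference -0.27) and than in SC (adjusted p = 8.1e-05, difference -0.30). DRG and TG did not differ past the threshold (adjusted p = 0.618, difference -0.04), and MED and SC did not either (adjusted p = 0.640, difference -0.03). Mouse Elp1 lies on chromosome 4 of GRCm38 from 56749680 to 56802331, and exon 20, of 74 bases in a transcript of 37 exons, spans 56775017 to 56775090. The values cover every exon of the mouse gene, so they include transcripts that lack exon 20, and the human transcripts of the transgene are not analysed here.

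**Figure D1:**
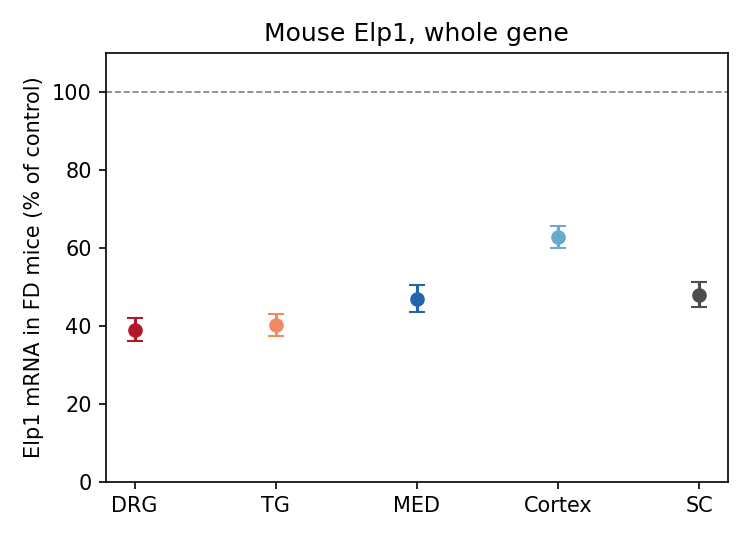
Mouse Elp1 mRNA in FD mice as a percent of control (y axis) in each tissue (x axis). Points are estimates, bars are 95% confidence intervals and the dashed line marks 100%; cortex, at 62.8%, lies above the 4 other tissues.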

Next, we explored transcriptional ‘signatures’ representing the most significant transcriptional changes across tissues following *ELP1* reduction by performing DEG analyses and gating results on those with false discovery rate (FDR) less than 0.1 and fold changes (FCs) either greater than 1.2 (i.e. upregulated) or less than 0.8 (i.e. downregulated), compared to controls (see “Methods”). 

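The largest changes in the ganglia of FD mice included genes of neurons as well as genes of other cell types. In TG, Arhgef2, which encodes a Rho exchange factor, rose 1.89-fold (95% CI 1.69 to 2.11), and Trim66, a nuclear TRIM family gene, rose 1.88-fold (1.62 to 2.19). In DRG, the fat cell genes Cidec and Fabp4 rose 2.45-fold (1.65 to 3.63) and 2.43-fold (1.68 to 3.52), and the neutrophil gene S100a9 rose 2.04-fold (1.39 to 2.98). In cortex, Ttr, a gene of the choroid plexus, rose 3.22-fold (1.81 to 5.72). With the adjusted p under 0.1 and a fold above 1.2 or under 0.8 in the authors' deposited table, 71 genes rose and 77 fell in DRG, 103 rose and 91 fell in TG, 42 rose and 23 fell in MED, 26 rose and 33 fell in cortex, and 11 rose and 8 fell in SC. At any fold, the authors' deposited table has 565 genes past the adjusted p in DRG, 983 in TG, 1788 in MED, 429 in cortex and 69 in SC. Of these genes of the authors' deposited table, 3.64% in MED are beyond the fold limits, against 26.2% in DRG, 19.7% in TG, 13.8% in cortex and 27.5% in SC. The median fold of the genes past the adjusted p, with the ratio taken above 1, was 1.12 in DRG, TG and cortex, 1.09 in MED and 1.13 in SC. The spread of the log2 fold changes beyond their standard error, over 13022 genes with a mean normalized count of at least 50 in all 5 tissues and without Elp1, was 0.0725 in TG (95% CI 0.0606 to 0.0869 from a bootstrap over genes) and 0.0723 in MED (0.0600 to 0.0905). It was 0.0602 in DRG (0.0508 to 0.0698), 0.0606 in cortex (0.0456 to 0.0802) and 0.0251 in SC (0.0169 to 0.0315). These intervals take genes as independent and do not measure the spread between mice. By a robust estimate MED came first, at 0.0644, against 0.0536 in TG. Chosen after seeing the data, removal of a trend of the fold changes with GC content and length gives 276 genes past the adjusted p in MED, and dividing the Wald statistics by their robust SD gives 195 in DRG, 96 in TG, 81 in MED, 42 in cortex and 20 in SC, so the first place of MED depends on these steps. Leaving out marker genes of blood, fat, muscle, bone, choroid plexus and pituitary, also chosen after seeing the data, leaves 134 genes beyond both limits in DRG, 190 in TG, 64 in MED and 55 in cortex.

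**Figure D2:**
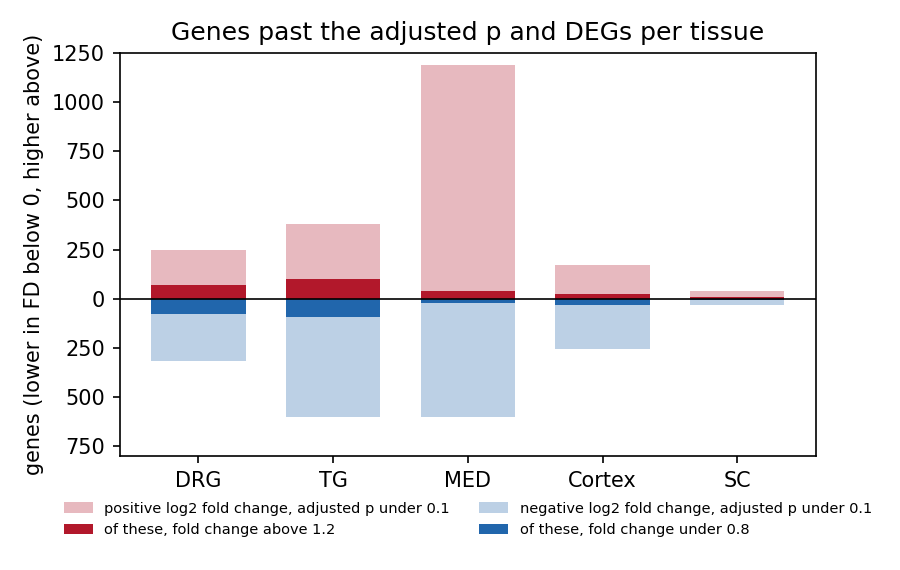
Number of genes (y axis) past the adjusted p of 0.1 in each tissue (x axis), with positive log2 fold changes above 0 and negative ones below 0. Dark parts are the genes with a fold above 1.2 or under 0.8, of which DRG and TG have the most.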

Using this approach, we observed 148 DEGs (FDR < 0.1) in DRG, 194 DEGs in TG, 65 DEGs in MED, 19 DEGs in SC and 59 DEGs in cortex (Fig. 2B, Supplementary Fig. S2A, Supplementary Table S1), demonstrating significantly higher dysregulation in the PNS tissues. 

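In DRG, the genes that fell to the lowest levels included Rspo4, which encodes an enhancer of Wnt signalling, at 0.477 of control (95% CI 0.357 to 0.639), the platelet tubulin gene Tubb1 at 0.498 (0.349 to 0.709), the homeobox gene Hoxa10 at 0.504 (0.355 to 0.717) and Otof, a gene of vesicle release, at 0.579 (0.442 to 0.758). In TG, Crhr2, which encodes a receptor of corticotropin-releasing factor peptides, fell to 0.495 of control (95% CI 0.406 to 0.603), the elastase gene Cela1 to 0.556 (0.501 to 0.618) and the calcium-binding protein gene Caln1 to 0.602 (0.547 to 0.663). Crhr2 fell more in TG than in DRG, where it did not pass (difference of the log2 fold changes 0.93, z test, adjusted p = 0.0151), and Caln1 differed between TG and SC, where it did not pass (log2 fold change 0.06, difference -0.80, adjusted p = 1.4e-19). In MED and cortex, Gm13394, a processed pseudogene, stood lowest among the genes beyond both limits, at 0.0499 (0.00945 to 0.264) and 0.0639 (0.0131 to 0.312) of control. In cortex, Ptprv, at 0.612 (0.468 to 0.801), and Gm765, at 0.617 (0.518 to 0.735), followed. In SC, Hoxa13 fell to 0.614 (0.480 to 0.787), the collagen gene Col2a1 to 0.688 (0.585 to 0.809) and the muscle gene Actn3 to 0.690 (0.574 to 0.830), in a tissue where 29 muscle markers fell as a group (adjusted p = 2.9e-07, median fold 0.691). Ranked by the Wald statistic, which weighs a log2 fold change by its error, Elp1 stood lowest of all genes in each of the 5 tissues. Ranked by log2 fold change among the genes beyond both limits, Elp1 was number 1 in DRG, TG and SC, number 2 in MED and number 4 in cortex.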

As expected, *ELP1* was the most downregulated gene in all five tissues. The strongest increase in expression was observed with *Fev* (alias *Pet1*) in the DRG, TG, MED, and SC. 

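Fev encodes a transcription factor of the ETS family and lies on chromosome 1 of GRCm38 from 74881509 to 74885419. It rose in DRG and TG, and it did not pass in SC at 2.04-fold (95% CI 1.33 to 3.13), where its adjusted p in the authors' deposited table is 0.192. In MED its fold was 1.49 (1.19 to 1.88), with a p-value of 5.8e-04 and no adjusted p in the authors' deposited table, and cortex has no value for it. The log2 fold change was larger in DRG than in MED by 5.06 (z test, adjusted p = 4.1e-17) and than in SC by 4.61 (adjusted p = 1.9e-10). In TG it exceeded MED by 4.68 (adjusted p = 4.8e-15) and SC by 4.24 (adjusted p = 2.2e-09). Cryba2, a crystallin gene beside Fev at 74889934 to 74893143, rose 2.30-fold (1.87 to 2.83) in DRG and 2.51-fold (1.99 to 3.16) in TG, and in MED and SC it did not pass, at 1.64-fold (1.23 to 2.20) and 1.41-fold (1.09 to 1.83). The other 37 measured neighbours of Fev had a median log2 fold change of 0.00132 in DRG (95% CI -0.0197 to 0.0140). The highest fold among the genes beyond both limits, with a mean normalized count of at least 10, in MED was that of Ddr2, a collagen receptor gene, at 1.42-fold (1.12 to 1.81), and in SC that of Slc26a10 at 1.56-fold (1.24 to 1.96).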

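In DRG, Fev stood at 49.8-fold (95% CI 25.1 to 98.9), with an adjusted p of 5.8e-25 in the authors' deposited table, and in TG at 38.4-fold (19.7 to 75.1), with an adjusted p of 5.9e-23 in the authors' deposited table. Its mean normalized count over all libraries in the authors' deposited table was 40.0 in DRG and 27.4 in TG, so the gene was low even with the FD libraries included. Htr1a, which encodes a serotonin receptor, rose 1.35-fold (1.22 to 1.48) in DRG and 1.26-fold (1.10 to 1.44) in TG. Tph2, which encodes the enzyme that makes serotonin in neurons, fell in TG to 0.721 (0.592 to 0.879) of control. Of 14 genes of serotonergic identity measured in DRG, 2 rose, none fell and 12 did not pass the adjusted p of the authors' deposited table, while 2 rose and 1 fell adjusted over the list alone. The list, which includes Fev, passed as a group in DRG (adjusted p = 0.00704, median fold 1.03) through Fev: without it, a step chosen after seeing the data, the 13 other genes did not pass (adjusted p = 0.456, median fold 1.02). With Fev the list did not pass in TG (adjusted p = 0.0827, median fold 1.01).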

*Fev* is a transcription factor known to play a crucial role in the differentiation and functional maturation of serotonergic neurons and displayed a 49-fold and 37-fold increase in expression in the DRG and TG respectively^39–43^ (Fig. 2B, Supplementary Table S1). In DRG and TG, we also observed upregulation of *Th* (1.66-fold in DRG and 2.14-fold in TG), which encodes a tyrosine hydroxylase and serves as a marker for dopaminergic neurons (Fig. 2B, Supplementary Table S1). 

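Th rose in both ganglia, 1.66-fold (95% CI 1.41 to 1.95) in DRG and 2.14-fold (1.60 to 2.87) in TG, with an adjusted p of 4.6e-07 and 8.6e-05 in the authors' deposited table. It also rose in MED, 1.24-fold (1.05 to 1.46), where its adjusted p of 0.0959 in the authors' deposited table is close to the threshold. Th did not pass in cortex at 0.982-fold (0.699 to 1.38) or in SC at 0.878-fold (0.794 to 0.970), and its log2 fold change was larger in DRG than in SC by 0.92 (z test, adjusted p = 1.7e-07) and in TG than in SC by 1.29 (adjusted p = 2.1e-05). Against MED and cortex the difference did not pass, with adjusted p of 0.244 and 0.241 for DRG and 0.120 and 0.0544 for TG. Dbh, which encodes the enzyme that turns dopamine into noradrenaline, rose in MED 1.19-fold (1.07 to 1.33). Slc18a1, a vesicular monoamine transporter gene, fell to 0.807 (0.726 to 0.898) of control in DRG and 0.815 (0.732 to 0.907) in TG. Of the genes of catecholamine synthesis and transport, 1 of 13 rose, 1 fell and 11 did not pass in DRG, and 1 of 13 rose, 2 fell and 10 did not pass in TG, by the adjusted p of the authors' deposited table. Adjusted over the list alone, 1 rose and 2 fell in DRG, and 2 rose and 3 fell in TG. The list did not move as a group in DRG (adjusted p = 0.565, median fold 1.02), TG (adjusted p = 0.808, median fold 1.00) or MED (adjusted p = 0.747, median fold 0.972).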

Interestingly, the expression of the other Elongator subunits (Elp2–6) was not affected by the reduction of ELP1 in any of the five mouse neuronal tissues (Supplementary Fig. S3).

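Elp2 to Elp6 encode the subunits that join Elp1 in the Elongator complex, which modifies wobble uridines of tRNAs. Their folds ranged from 0.955, for Elp2 in TG, to 1.06, for Elp6 in SC. The 95% confidence intervals of the 25 folds, 5 genes in 5 tissues, lay between 0.895 and 1.15, so each interval leaves out changes beyond these bounds. The level holds for each fold on its own and not for all 25 together, and it rests on the deposited standard errors. At an unadjusted p under 0.05, 3 of the 25 tests passed, and the smallest p adjusted over the 25 was 0.317. The smallest adjusted p of these genes in the authors' deposited table is 0.237. As a group, the 5 genes did not pass in any tissue, with the smallest adjusted p in SC (0.0605, median fold 1.04). Genes that act on wobble uridines apart from Elongator, such as Ctu1, Ctu2 and Alkbh8, did not pass as a group either, with the smallest adjusted p in MED (0.0605, median fold 1.08).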

**Figure 2:**
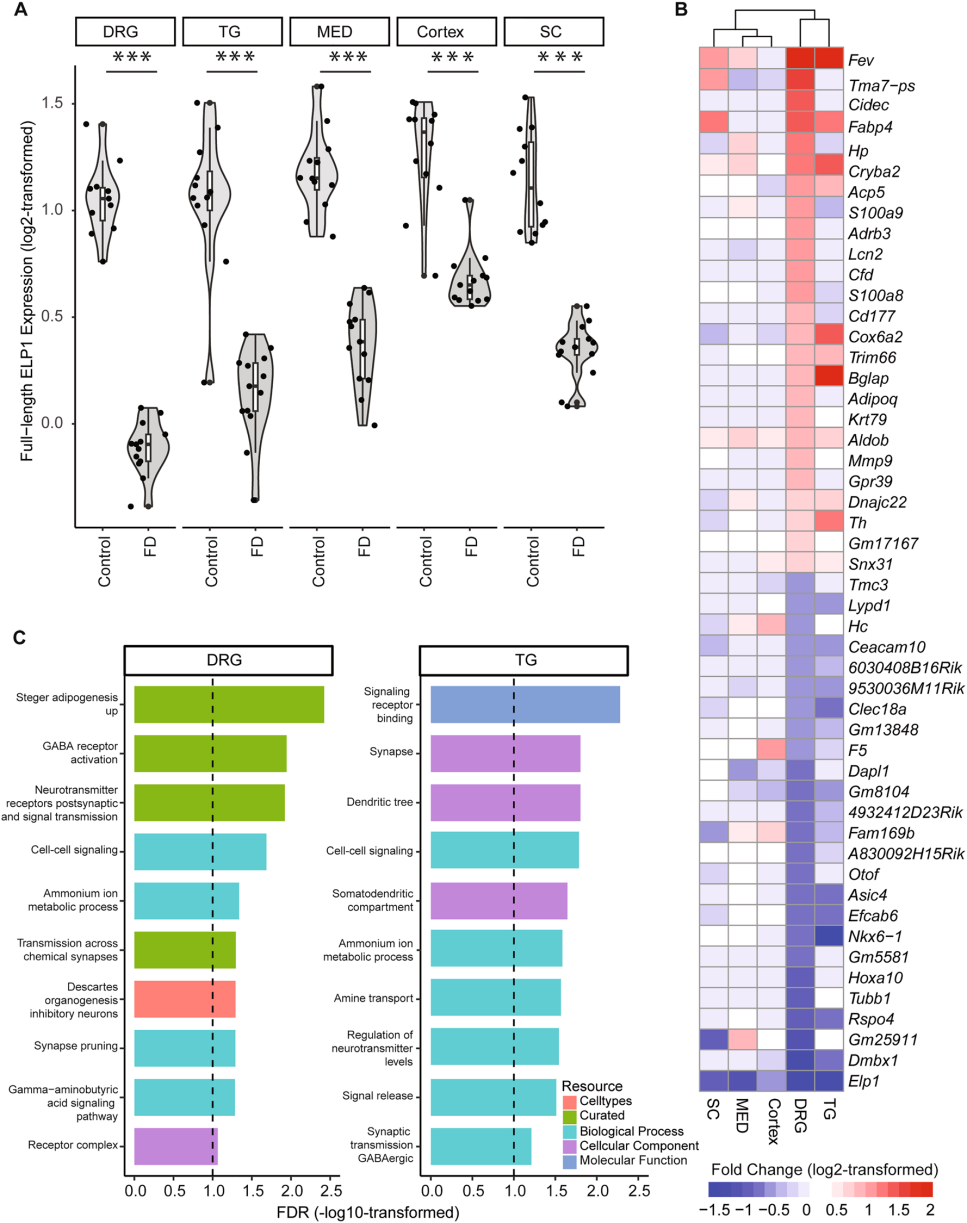
Tissue-specific DEGs and their functional enrichment. (**A**) The violin plot demonstrates the summed expression of full-length human ELP1 and mouse Elp1 in counts per million (CPM, log2-transformed) per tissue. The shape represents the distribution of expression values with individual points representing the actual CPM data points. The line in the middle of the box inside the violin distribution represents the median value with the upper and lower hinges of the box representing the first and third quartiles respectively. A *t*-test was used to calculate the p-value of the difference between FD and Control, followed by FDR correction. The ‘***’ indicates FDR < 0.001. (**B**) The heatmap represents the 25 most upregulated and downregulated genes between FD and Control across five tissues. Each row represents a gene, and each column represents a tissue. The red color domain represents upregulation between FD and Control while the blue color domain represents downregulation, where the expression changes are measured by log2-transformed fold changes. The deeper the color, the stronger the fold changes. The range was set to [− 1.5, 2]. Values beyond this range were clipped to either − 1.5 or 2, whichever is closer. The rows are ordered, from top to bottom, by the greatest fold change across the five tissues. (**C**) Bar plot that represents the functional enrichment based on DEGs in DRG and TG, respectively. Note, only 10 significant terms (FDR < 0.1) are selected to display per tissue. The *x*-axis represents the enrichment significance in − log10-transformed FDR while the *y*-axis represents the selected significant terms. The bar colors indicate the resources of GO. The vertical black dashed line represents an FDR of 0.1.

We subsequently conducted functional enrichment analyses on the DEGs for each tissue using gene ontology (GO) to identify the pathways that were significantly enriched for DEGs in each FD neuronal tissue (see “Methods”, Supplementary Table S2). 

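Genes of excitability and transmission moved in both directions in the ganglia of FD mice. Kcng4 and Kcnq4, which encode potassium channel subunits, fell in DRG to 0.741 of control (95% CI 0.682 to 0.806) and 0.822 (0.778 to 0.867), and Kcnc1 and Kcns1 fell in TG to 0.887 (0.828 to 0.950) and 0.886 (0.826 to 0.950). Gabra4, a GABA receptor gene, rose 1.38-fold (1.18 to 1.61) in DRG and 1.21-fold (1.09 to 1.34) in TG. Cacng3, an auxiliary subunit gene of AMPA receptors, rose 1.44-fold (1.22 to 1.71) in DRG and 1.92-fold (1.60 to 2.30) in TG, while Cacng8 fell to 0.663 (0.545 to 0.806) in DRG and Olfm3 to 0.720 (0.599 to 0.866) and 0.763 (0.699 to 0.833). Of the voltage-gated potassium channels, 3 of 33 rose, 6 fell and 24 did not pass in DRG and none of 33 rose, 5 fell and 28 did not pass in TG by the authors' deposited table, against 4 that rose and 12 that fell in DRG and 8 that fell in TG adjusted over the list alone. These channels fell as a group in DRG (adjusted p = 0.00108, median fold 0.972) and in TG (adjusted p = 0.00138, median fold 0.958). Of the ionotropic glutamate receptors and their auxiliary subunits, 2 of 30 rose, 6 fell and 22 did not pass in DRG and 1 of 30 rose, 4 fell and 25 did not pass in TG by the authors' deposited table, against 3 that rose and 7 that fell in DRG and 2 and 9 in TG adjusted over the list alone. They fell as a group in TG (adjusted p = 0.00833, median fold 0.945; adjusted p = 0.101 with a preset correlation of 0.05) and did not pass in DRG (adjusted p = 0.0613, median fold 0.985). Of the genes of GABA signalling, 4 of 20 rose, none fell and 16 did not pass in DRG and 2 of 21 rose, 2 fell and 17 did not pass in TG by the authors' deposited table, and they did not pass as a group (adjusted p = 0.0503 and 0.109, median folds 1.03 and 0.940). Adjusted over that list alone, 5 rose and 2 fell in DRG, and 2 rose and 8 fell in TG. Genes of presynaptic vesicle release did not pass as a group in DRG (adjusted p = 0.615, median fold 0.995) or TG (adjusted p = 0.188, median fold 0.972), and nor did nicotinic and serotonin-gated receptors (adjusted p = 0.0737 and 0.29). Markers of other cells moved in the same tissues: neutrophil and bone marrow markers (adjusted p = 9.3e-14) and fat cell markers (adjusted p = 4.2e-07, median fold 1.08) rose in DRG, in lists that hold 6 and 5 genes drawn in the paper's figures, and in TG endothelial and mural markers rose (adjusted p = 9.1e-09, median fold 1.12) while pituitary markers fell (adjusted p = 0.00269, median fold 0.717). Without the drawn genes, a step chosen after seeing the data, the adjusted p in DRG was 5.8e-06 (median fold 1.53) for neutrophil and 0.0021 (median fold 1.06) for fat cell markers. The correlation between genes could not be estimated without values per library; of the 64 combinations of list and tissue that passed at the preset 0.01, all 64 passed at 0 and 43 at 0.05, and of the same 64, 58 passed with a mean of at least 50, 61 with ranks and 60 against random lists.

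**Figure D3:**
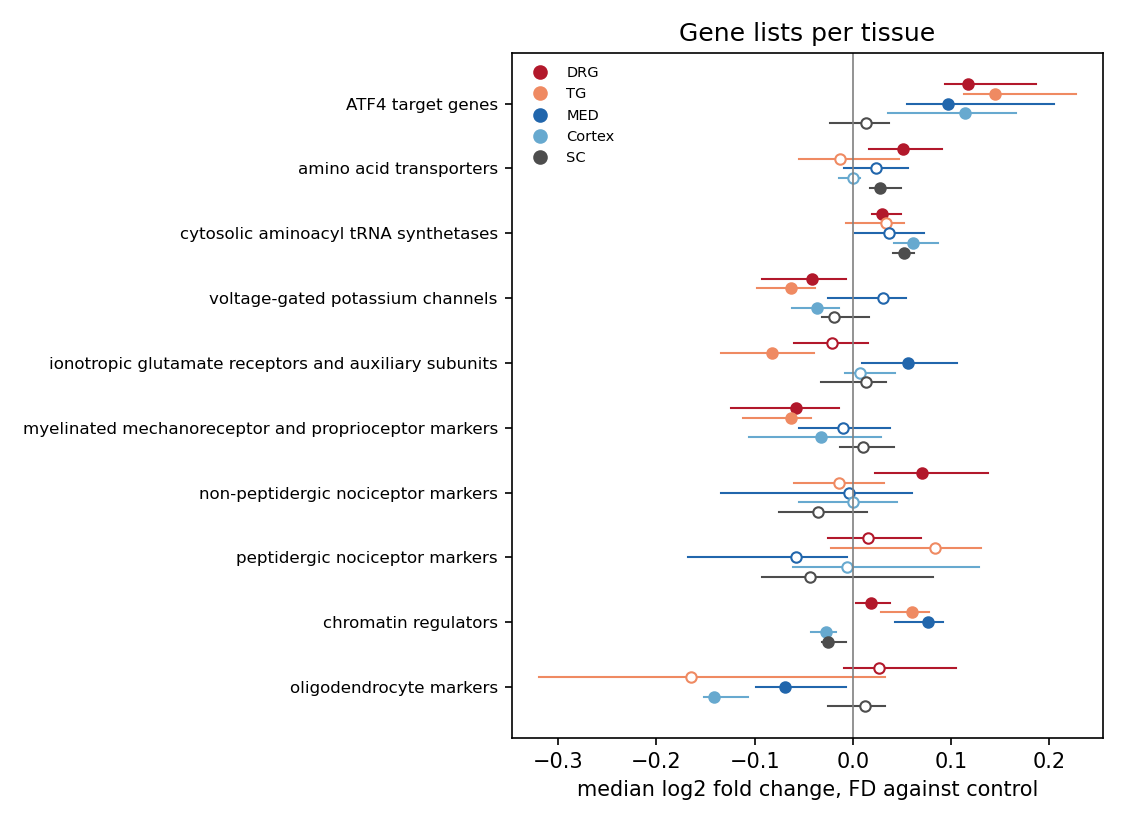
Median log2 fold change (x axis) of 10 gene lists (y axis) in each tissue (colours). Filled points passed the adjusted p of 0.05; potassium channels and markers of myelinated neurons lie below 0 in both ganglia, and ATF4 target genes lie above 0.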

In DRG and TG, which exhibited the most pronounced gene expression dysregulation, we found DEGs were enriched in multiple GO terms associated with synaptic signaling and amine-related metabolic processes at FDR < 0.1 (Fig. 2C). Conversely, no significant enrichment was observed in CNS (Supplementary Fig. S2B).

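Groups of synaptic genes and of other cell types moved in the CNS tissues of FD mice. In MED, Stx1a and Bsn, which encode proteins of vesicle fusion and of the active zone, rose 1.22-fold (95% CI 1.13 to 1.32) and 1.14-fold (1.08 to 1.20), and the glutamate receptor gene Grin1 rose 1.11-fold (1.06 to 1.15). In SC, Vamp1 and Syt2, genes of the vesicle membrane, rose 1.07-fold (1.04 to 1.10) and 1.09-fold (1.04 to 1.13). In cortex, the myelin genes Mobp and Plp1 fell to 0.896 of control (95% CI 0.846 to 0.950) and 0.901 (0.850 to 0.954), and Kcnip2, which encodes a potassium channel interacting protein, fell to 0.888 (0.839 to 0.940). Of the genes of presynaptic vesicle release, 9 of 34 rose, 1 fell and 24 did not pass in MED and 5 of 34 rose, none fell and 29 did not pass in SC by the authors' deposited table, against 10 that rose and 2 that fell in MED and 12 and 3 in SC adjusted over the list alone. They rose as a group in MED (adjusted p = 2.0e-04, median fold 1.03) and SC (adjusted p = 3.8e-04, median fold 1.01), and the call in SC was lost with ranks of the Wald statistics (adjusted p = 0.111) and against random lists matched on the mean (adjusted p = 0.0717). Ionotropic glutamate receptors and their auxiliary subunits rose in MED (adjusted p = 3.8e-04, median fold 1.04), where 7 of 30 rose and 1 fell in the authors' deposited table and 13 rose and 2 fell adjusted over the list alone. Synaptic adhesion genes rose in MED (adjusted p = 0.0021, median fold 1.03; adjusted p = 0.0612 with a preset correlation of 0.05), with Ptprs at 1.13-fold (1.08 to 1.19) and Nrxn2 at 1.12-fold (1.07 to 1.18). In MED, fold changes rose with the GC content of genes, and these lists still passed after that trend was removed (adjusted p = 0.0377, 0.0216 and 0.0289 in the same order). In cortex, oligodendrocyte markers fell (adjusted p = 2.0e-12, median fold 0.906), with 5 of 16 past the adjusted p of the authors' deposited table and 11 adjusted over the list alone, while choroid plexus and ependymal markers rose (adjusted p = 4.8e-14, median fold 1.71). Groups of other cell types fell in MED and SC too: fibroblast and meningeal, endothelial and oligodendrocyte markers in MED (median fold 0.862, 0.931 and 0.953; adjusted p = 2.9e-04, 7.8e-04 and 0.0269, the last 0.119 with a preset correlation of 0.05), and astrocyte and skeletal muscle markers in SC (median fold 0.968 and 0.691; adjusted p = 1.3e-04 and 2.9e-07). Potassium channels fell in cortex as well (adjusted p = 0.00662, median fold 0.975, and adjusted p = 0.0968 with a preset correlation of 0.05). For markers of other cell types, the values cannot separate a change within a tissue from other tissue collected with it.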

The substantial number of observed DEGs, coupled with the significant enrichment of functional terms in the PNS, aligns with the observation of a drastic reduction (average ~ 65%) in full-length *ELP1* transcript within the PNS tissues. The dramatic ELP1-dependent gene dysregulation in the PNS is consistent with the significant neuronal loss observed in DRG from FD patients^25^. The fact that an average 52% decrease in ELP1 in the CNS does not result in dramatic gene dysregulation underscores different tissue-specific sensitivity to ELP1 reduction.

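Several genes changed in the ganglia and differed from the CNS by a direct test. Arhgef2 had a larger log2 fold change in TG than in cortex by 0.93 (z test, adjusted p = 1.2e-20), and Trim66 had a larger one in DRG than in SC by 0.92 (adjusted p = 8.4e-09). Dmpk, which encodes a kinase of the myotonic dystrophy family, fell in DRG to 0.713 of control (95% CI 0.663 to 0.768) and differed from MED by -0.59 (adjusted p = 1.0e-07). Slit1, an axon guidance gene, rose in MED 1.17-fold (1.11 to 1.23) and differed between MED and SC by 0.31 (adjusted p = 1.2e-04). By this test, 4 genes differed between DRG and TG at an adjusted p under 0.05, while 118 differed between DRG and cortex, 198 between DRG and MED, 129 between DRG and SC, 204 between TG and cortex, 123 between TG and MED and 182 between TG and SC. Within the CNS, 119 genes differed between MED and cortex, 99 between MED and SC and 30 between cortex and SC. Of the gene lists, 15 passed in DRG (12 up, 3 down), 12 in TG (6 up, 6 down), 11 in MED (5 up, 6 down), 12 in cortex (3 up, 9 down) and 14 in SC (6 up, 8 down). ATF4 target genes, which respond to amino acid shortage and other stress, rose in DRG (adjusted p = 3.4e-14, median fold 1.08), TG (adjusted p = 1.8e-15, median fold 1.11), MED (adjusted p = 6.6e-04, median fold 1.07) and cortex (adjusted p = 8.9e-04, median fold 1.08), and did not pass in SC (adjusted p = 0.288, median fold 1.01). The paper infers that tissues differ in their sensitivity to ELP1 reduction from the CNS, where it gives an average decrease of 52% in ELP1 without dramatic gene dysregulation.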

### Dose-responsive genes create a connection between the DEGs specific to each tissue and ELP1 reduction

Although there were significant expression alterations (DEGs) between FD and control tissues, we did not observe a direct connection to Elp1 in the mouse protein–protein interaction network (PPI). Therefore, we sought to identify ELP1 dose-responsive genes, which are defined as genes that display co-expression and tight correlation with the level of full-length *ELP1* transcript^35^. These genes are highly sensitive to ELP1 dosage even though their expression does not significantly change between FD and control. 

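Several genes that the paper lists as dose-responsive changed in FD mice. Cabp7, which encodes a calcium-binding protein of the Golgi, fell in DRG to 0.754 of control (95% CI 0.701 to 0.810). In MED, Nxph4, a neurexophilin gene, rose 1.28-fold (95% CI 1.21 to 1.35), Wdr6 rose 1.19-fold (1.13 to 1.25), the chromatin remodeller gene Chd5 rose 1.14-fold (1.10 to 1.18) and Map1s rose 1.19-fold (1.13 to 1.26). Of the listed genes, 144 are past the adjusted p in the authors' deposited table in DRG (51 rose, 93 fell) and 132 in TG (26 rose, 106 fell), with 12 and 5 that did not pass. In MED, 473 rose, none fell and 41 did not pass in the authors' deposited table. Of the same lists, 53 genes in DRG, 54 in TG and 11 in MED also meet the fold limits in the authors' deposited table. The size of the fold, with the ratio taken above 1, had a median of 1.17 in DRG, 1.21 in TG and 1.10 in MED. The paper chose these lists on the same libraries, so their counts are not independent evidence.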

To identify the ELP1 dose-responsive genes, we adopted a two-step approach as previously described in Morini et al*.*^35^. Initially, we identified co-expressed gene modules with eigengenes that correlate with full-length *ELP1* expression, followed by filtering for individual genes within these modules that display the strongest correlation (see “Methods”). 

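The genes that the paper assigns to the co-expression module of Elp1 fell as a group in each of the 5 tissues, while most of them did not pass the adjusted p on their own. Caln1 is in the module of both ganglia and Cela1 and Crhr2 are in that of TG. In the modules nearly all genes had a negative log2 fold change: 99.2% of 596 genes in DRG, 99.8% of 875 in TG, 99.2% of 1936 in MED, 98.0% of 901 in cortex and 98.7% of 315 in SC. In the authors' deposited table, 139 module genes fell in DRG, 220 in TG, 414 in MED, 124 in cortex and 12 in SC, and none rose. Module genes made up 30 of the 77 genes below the fold limit in DRG in the authors' deposited table, 64 of 91 in TG, 15 of 23 in MED, 25 of 33 in cortex and 5 of 8 in SC. Their median fold was 0.912 in DRG, 0.886 in TG, 0.939 in MED, 0.928 in cortex and 0.907 in SC. As a group they fell against all other genes in each tissue, with p from 1.2e-64 in DRG to 9.8e-45 in SC, and at most 2.4e-12 with a preset correlation of 0.05. The modules were made on the same libraries, where genes enter by moving with Elp1, so these values are not independent evidence.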

As expected, each tissue had one co-expression module containing *Elp1* (Supplementary Table S3). Among 641 co-expression modules across five tissues, only seven modules (1.09%) in DRG, TG, and MED showed high correlation with the expression of full-length *ELP1* transcript (Supplementary Fig. S4A). In DRG, we identified 156 ELP1 dose-responsive genes, while in TG and MED, we identified 137 and 514 such genes, respectively (Supplementary Fig. S4B–H, Supplementary Table S4).

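The dose-responsive genes of the ganglia mostly fell with Elp1, while those of MED rose. In DRG, 53 of 156 had a positive and 103 a negative log2 fold change, with a median fold of 0.908. In TG, 27 of 137 were positive and 110 negative, with a median fold of 0.859, and in MED all 514 were positive, with a median fold of 1.10. Against all other genes they fell as a group in DRG (p = 1.9e-21) and TG (p = 7.2e-54) and rose in MED (p = 8.6e-135). DRG and TG shared 32 of these genes against 1.25 by chance (hypergeometric test, one-sided, p = 1.2e-36), all with the same direction, and Aldh18a1, which encodes an enzyme of proline synthesis, is the gene listed in all 3 tissues. DRG and MED shared 5 against 4.91 by chance (p = 0.548), and TG and MED 1 against 3.92 (p = 0.982). Looked up in TG without Elp1, 147 of 154 DRG genes (95.5%) had the same sign, and in DRG, 122 of 133 TG genes (91.7%) did. The MED list had the same sign in 79.9% of 513 genes in TG, 64.2% of 511 in DRG, 65.6% of 514 in SC and 55.2% of 513 in cortex. The lists were chosen on the same libraries and tissues share mice, so the values are not independent evidence.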

Next, we intersected DEGs and ELP1 dose-responsive genes to generate a set of tissue-specific FD signature genes that showed a strong correlation with ELP1 expression. Using the annotated mouse PPI data, we constructed gene networks to uncover the potentially disrupted molecular pathways in FD (see “Methods”) (Fig. 3A, Supplementary Fig. S5A). Interestingly in DRG, TG and MED we observed a significantly higher number of interactions among the FD signature genes compared to what would be expected by chance (PPI enrichment *p*-value < 1.0E−12, Fig. 3A, Supplementary Fig. S5A). In all three tissues, Elp1 was found to be connected to a network that encompassed at least 48% of the FD signature genes (DRG, 48.21% or 121/251; TG, 49.82% or 138/277, and MED 86.27% or 490/568, Supplementary Table S5). 

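In the edges of Table S5, Elp1 has few direct neighbours. In DRG they are Iars, which encodes the isoleucyl-tRNA synthetase (score 0.536), and Hdhd3, a hydrolase gene (score 0.418), and in TG Hdhd3 alone. In MED they are Hdhd3 and 4 dose-responsive genes, namely Ctu2, which acts in wobble uridine thiolation (score 0.797), the ribosome biogenesis genes Nol6 (0.665) and Pdcd11 (0.582), and the splicing gene Eftud2 (0.455). The tables hold 238 edges among 140 connected genes in DRG, 257 among 159 in TG and 1467 among 504 in MED. With edges of a score of at least 0.7 alone, the network of Elp1 holds 1 gene in DRG, Elp1 itself, 1 in TG and 2 in MED, Elp1 and Ctu2. With DEGs alone as members, Elp1 keeps connections to Hdhd3 and Pxylp1 in DRG, so that 3 genes are joined, 3 in TG and 4 in MED.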

Notably, these networks highly relied on the inclusion of the *ELP1* dose-responsive genes (Fig. 3A, Supplementary Fig. S5A), as their exclusion resulted in an Elp1 network that contained less than 1% of the DEGs. For instance, in the DRG FD-dysregulated network, three *ELP1* dose-responsive genes, namely *Iars* (FDR = 0.041, fold change = 108%), *Asns* (FDR = 0.015, fold change = 110%), and *Aldh18a1* (FDR = 0.011, fold change = 111%), mediated the interactions between Elp1 and all network DEGs, except for *Hdhd3* and *Pxylp1* (Fig. 3A). 

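Iars, Asns and Aldh18a1 rose in DRG, 1.08-fold (95% CI 1.03 to 1.13), 1.10-fold (1.04 to 1.15) and 1.11-fold (1.05 to 1.18), folds below the limit of a DEG. Iars is 1 step from Elp1, with 4 connections in the edges of Table S5, and Asns and Aldh18a1 are 2 steps away, with 8 and 5 connections. Hdhd3, on the same chromosome as Elp1, rose 1.23-fold (1.11 to 1.37) in DRG, and Pxylp1, a phosphatase gene, rose 1.22-fold (1.09 to 1.36). Of the 20 cytosolic aminoacyl-tRNA synthetases, 1 rose in DRG, none fell and 19 did not pass the adjusted p of the authors' deposited table, while 3 rose adjusted over the list alone. The group rose in DRG (adjusted p = 0.00218, median fold 1.02), cortex (adjusted p = 4.1e-05, median fold 1.04) and SC (adjusted p = 1.3e-06, median fold 1.04). In cortex and SC, none of the 20 passed the adjusted p of the authors' deposited table, and 2 and 2 rose adjusted over the list alone.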

*Iars* encodes isoleucyl-tRNA synthetase^44^, *Asns* encodes asparagine synthetase^45^, and *Aldh18a1* encodes pyroline-5-carboxylate synthetase^46^, which are all associated with cellular amino acid metabolism. They establish connections between Elp1 and a series of solute carrier 7 (Slc7) family members, among which, Slc7a5 and Slc7a3, are responsible for neuronal amino acid transport across the cell membrane and are DEGs between FD and control^47,48^.

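Slc7a5, which encodes the light chain of a carrier of large neutral amino acids, rose 1.26-fold (95% CI 1.16 to 1.36) in DRG, 1.31-fold (1.11 to 1.55) in TG and 1.20-fold (1.05 to 1.38) in MED. Slc7a3, a carrier of cationic amino acids, rose 1.43-fold (1.26 to 1.63) in DRG and 1.32-fold (1.09 to 1.60) in TG, and it did not pass in MED at 1.22-fold (0.944 to 1.59). Slc7a1, a related carrier, rose 1.18-fold (1.10 to 1.27) in DRG and 1.27-fold (1.16 to 1.37) in TG. Of 31 amino acid transporters, 5 rose in DRG, none fell and 26 did not pass in the authors' deposited table, with 10 that rose adjusted over the list alone. They rose as a group in DRG (adjusted p = 8.1e-06, median fold 1.04) and did not pass in TG (adjusted p = 0.581, median fold 0.991), where 5 rose and 3 fell in the authors' deposited table. They rose in SC (median fold 1.02) with an adjusted p of 0.0498, which became 0.229 with a preset correlation of 0.05. Of the ATF4 target genes, a list that shares members with the transporters, 9 of 32 rose, none fell and 23 did not pass in DRG by the authors' deposited table, while 20 rose and 1 fell adjusted over the list alone.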

**Figure 3:**
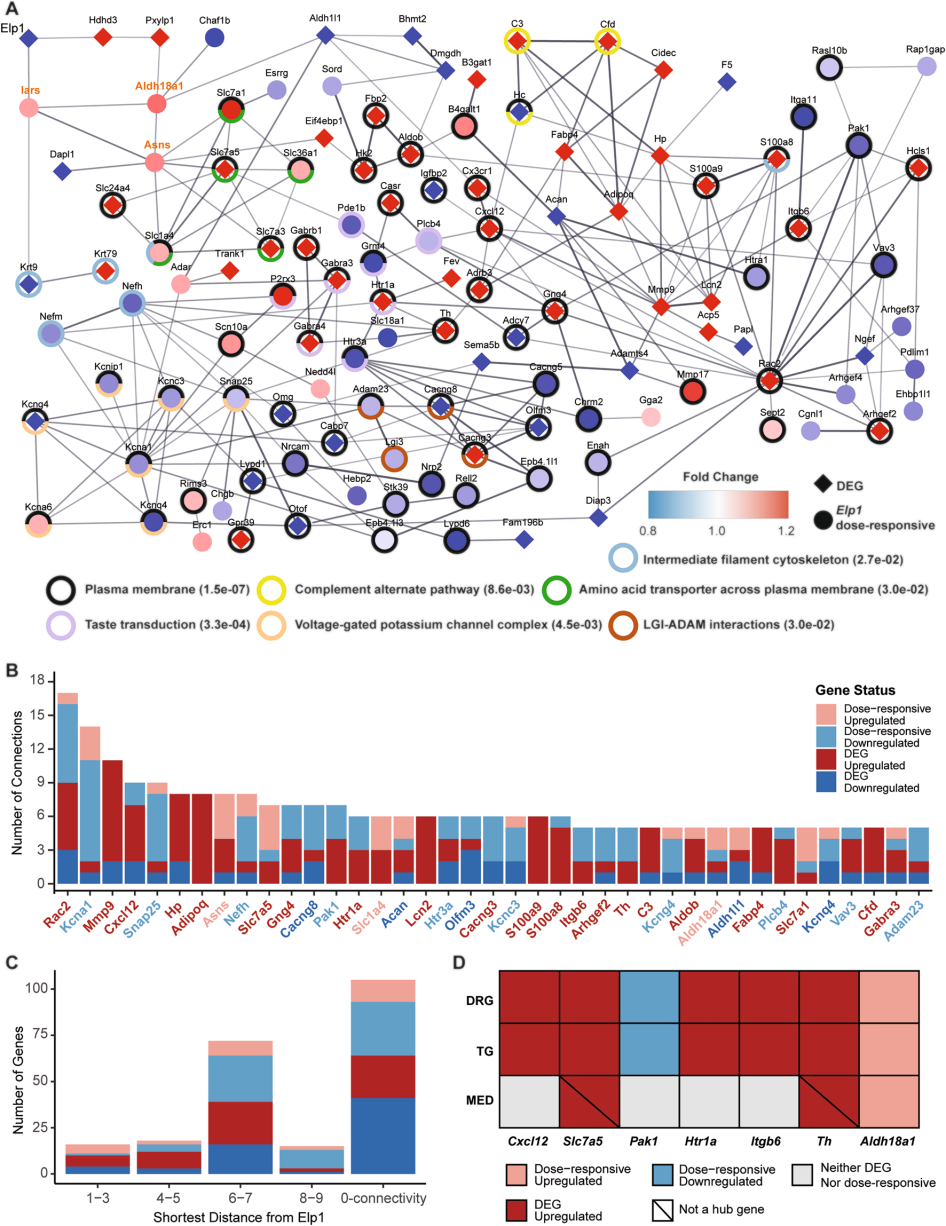
Tissue-specific dysregulated gene network due to ELP1 reduction. (**A**) The dysregulated gene network in DRG. Each node is either a DEG indicated by a diamond shape or an ELP1 dose-responsive gene indicated by a round shape. The colors for the nodes reflect the fold changes in the genes between FD and Control. The red color domain represents upregulation between FD and Control while the blue color domain represents downregulation. The deeper the color, the stronger the fold changes. Each edge represents an interaction between the two connected genes, where only an interaction score of more than 0.4 (default) in String-DB is displayed. The thicker the edge, the higher the interaction score. Only the dysregulated genes with at least one interaction are displayed. The rings outside the nodes represent significant functional enrichment with FDR < 0.1 using all the dysregulated genes (i.e., DEGs and ELP1 dose-responsive genes). The names of three tRNA synthetases next to Elp1 were marked in magenta. The associated functional enrichment terms with the ring colors are given, where the values in the brackets are the enrichment FDRs for the terms. (**B**) The bar plot demonstrates hub genes in DRG ranked by their number of connections to the neighbor genes in the network of panel (**A**). The *x*-axis represents the hub gene names, where each gene is colored according to its dysregulation direction and gene category. (**C**) The bar plot demonstrates the number of dysregulated genes in DRG at different distances to ELP1. The *x*-axis represents the distance of the shortest path to a gene. The genes in the “0-connectivity” distance category refer to those dysregulated genes not displayed in panel (**A**) because they don’t have any interaction score > = 0.4. The *y*-axis represents the number of genes at each distance. (**D**) The table demonstrates the shared hub genes across DRG, TG, and MED. The rows represent the tissues while the columns represent the hub genes shared by at least two tissues. The colors of the grids reflect the genes’ categories and dysregulation directions.

The FD-dysregulated network in DRG showed several FD signature genes with five or more connections to their neighbors that serve as “hubs” within the network. It is noteworthy that 53.85% (21/39) of these hub genes were upregulated DEGs, while only 12.82% (5/39) of the hub genes were downregulated DEGs (Fig. 3B). 

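Hubs of the DRG network that rose in FD mice included the cytokine gene Cxcl12 (1.20-fold (95% CI 1.07 to 1.35)), the neutrophil gene Lcn2 (1.96-fold (1.35 to 2.85)) and the GABA receptor gene Gabra3 (1.20-fold (1.09 to 1.32)). Among the hubs that fell were the potassium channel gene Kcna1, with 14 connections, at 0.901 of control (95% CI 0.854 to 0.951) and Nefh, which encodes the heavy neurofilament chain, with 8 connections, at 0.866 (0.828 to 0.905). Of the 39 genes with at least 5 connections in Table S5, 20 are DEGs that rose and 5 are DEGs that fell in the authors' deposited table. A further 4 are dose-responsive genes alone with a positive log2 fold change, 9 are such genes with a negative one, and 1 protein could not be matched to a gene. S100a9, S100a8, Lcn2, Hp, Fabp4 and Cfd, hubs that rose, are markers of neutrophils or fat cells, which rose as groups in DRG.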

To assess their relative contribution to the transcriptomic dysregulation observed in FD DRG, we ranked these hub genes based on their number of connections (Fig. 3B). 

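Rac2, a GTPase gene of blood cells, rose 1.43-fold (95% CI 1.20 to 1.71) in DRG, Mmp9, a matrix protease gene, rose 1.68-fold (1.31 to 2.15), and Hp, which encodes haptoglobin, rose 2.38-fold (1.81 to 3.14). Adipoq, a hormone gene of fat cells, stood at 1.77-fold (1.21 to 2.57), with an adjusted p of 0.0948 in the authors' deposited table. In the edges of Table S5, Rac2 has 17 connections, Mmp9 11, Cxcl12 9, Hp 8 and Adipoq 8. With these 5 genes counted themselves, 26 of 72 DEGs that have a connection (36.1%) are joined to at least 1 of them, and 5 edges join the 5 genes to each other. Of the DEGs connected to Elp1, which number 63, the same 26 make 41.3%, a share computed after seeing the data. Of the neutrophil and bone marrow markers, 6 of 20 rose, none fell and 14 did not pass in DRG by the authors' deposited table, with 15 that rose adjusted over the list alone, and a median fold of 1.77. Of the fat cell markers, 5 of 26 rose, none fell and 21 did not pass by the authors' deposited table, with 7 that rose adjusted over the list alone. Macrophage and microglia markers rose as well (adjusted p = 6.5e-05, median fold 1.07), with Cx3cr1 at 1.23-fold (1.09 to 1.39).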

The top five hubs that are DEGs in the network, *Rac2*, *Mmp9*, *Cxcl12*, *Hp,* and *Adipoq*, directly connect to 42.19% (27/64) of the network DEGs in DRG, as well as to each other. Further investigation into the molecular function of these genes and their role in maintaining neuronal health will provide valuable insights into the etiology of FD. We then examined the abundance of DEGs at different distances from Elp1 in the FD-dysregulated network of DRG, which provided insights into the influence of ELP1 reduction on the transcriptome. 

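In DRG, Slc7a5 and Slc7a3 lie 3 steps from Elp1 in the edges of Table S5, Mmp9 and Cxcl12 lie 5 steps away, Rac2, Hp and Adipoq 6, and Th and Htr1a 7. The largest group sits at 7 steps with 40 genes, of which 21 are DEGs in the authors' deposited table (11 rose, 10 fell), followed by 6 steps with 32 genes, of which 17 are DEGs (12 rose, 5 fell). At 1 to 5 steps lie 33 genes. The median distance was 6 steps and the largest was 9, that of 2 genes. The edges come from a protein interaction database with scores of at least 0.4, so the distances describe that network and carry no error.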

Interestingly, we found that 28.69% (72/251) of FD signature genes (and 26.35% DEGs) were located six to seven steps away from Elp1 in the DRG dysregulated network (Fig. 3C). In contrast, there were fewer FD signature genes (13.55%) within five steps of Elp1. This observation aligns with the placement of the top five hub genes within the network and suggests that the impact of reduced ELP1 levels may be amplified along the FD-dysregulated network in DRG.

The FD signature genes specific to TG showed significant enrichment in synaptic signaling, GABAergic synapse and neurotransmitter pathways (Supplementary Fig. S5A, Supplementary Table S6). 

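Cars, which encodes the cysteinyl-tRNA synthetase, rose in TG 1.13-fold (95% CI 1.07 to 1.19), and in DRG it did not pass at 1.10-fold (1.03 to 1.16). In the edges of Table S5 it lies 3 steps from Elp1 and has 2 connections, and without it Elp1 stays joined to Hdhd3 and Alad, the latter an enzyme gene of haem synthesis. The cytosolic aminoacyl-tRNA synthetases did not pass as a group in TG (adjusted p = 0.162, median fold 1.02). Among the ATF4 target genes in TG, Eif4ebp1, a regulator of translation, rose 1.40-fold (1.25 to 1.58), Chac1, a gene of glutathione breakdown, rose 1.45-fold (1.24 to 1.70) and Sesn2, a stress sensor gene, rose 1.28-fold (1.14 to 1.43). Of that list, 16 of 31 rose, none fell and 15 did not pass by the authors' deposited table, while 21 rose and none fell adjusted over the list alone.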

Similar to DRG, the connection between Elp1 and the rest of the FD signature genes was mediated by an *ELP1* dose-responsive tRNA synthetase, *Cars*^49^ (FDR = 0.0011, fold change = 113%, Supplementary Fig. S5A). Furthermore, like in DRG, the FD signature genes in TG are located far away from Elp1 (Supplementary Fig. S5B), and the majority (71.88%) of TG hub genes are significantly upregulated in FD compared to control samples (Supplementary Fig. S5C).

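The hubs of the TG network that rose included the smooth muscle gene Acta2 (1.40-fold (95% CI 1.18 to 1.66)), with 19 connections, and Vwf, a gene of endothelial cells (1.20-fold (1.08 to 1.34)), with 16. Pparg, a nuclear receptor gene with 13 connections, fell by 0.41 on the log2 scale, and Cck, a neuropeptide gene with 6, fell by 0.61. Of the 32 hubs of Table S5, 22 are DEGs that rose and 7 are DEGs that fell in the authors' deposited table, and 1 dose-responsive gene with a positive log2 fold change and 2 with a negative one complete them. Distances from Elp1 had a median of 9 steps and reached 15, and the largest group was 34 genes at 10 steps, of which 24 are DEGs in the authors' deposited table (16 rose, 8 fell). Of the endothelial and mural markers in TG, 4 of 18 rose, none fell and 14 did not pass by the authors' deposited table, with 11 that rose adjusted over the list alone. Pparg and Cck fall outside the rule by which genes were named and were chosen after their values were seen.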

In MED, both the FD signature genes and FD-dysregulated gene network were distinct from those in the PNS tissues. 

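The genes that the paper lists as dose-responsive in MED rose by small folds. Dcaf7, which encodes a scaffold protein of kinases, rose 1.11-fold (95% CI 1.08 to 1.15) and Rims3, a gene of the active zone, rose 1.23-fold (1.12 to 1.35). Of the 514 listed genes, 11 are DEGs and 503 are not in the authors' deposited table, and the union of both sets holds 568. At an unadjusted p under 0.05, 511 of the 514 passed. Their median GC content was 57.9%, against 49.7% over all genes of MED. Across the 14436 genes of MED with a mean normalized count of at least 50, the Wald statistic rose with the GC content of the exons (Spearman rho 0.542 across genes, which are not independent replicates). The same rho was 0.0997 in DRG, 0.230 in TG, -0.111 in cortex and 0.144 in SC. From the lowest to the highest of 10 bins of genes by GC content, at 39.5% and 59.8%, the median log2 fold change in MED went from -0.06 to 0.09. After the trend with GC content and length was removed, a step chosen after seeing the data, the listed genes still rose as a group against all others (cameraPR, p = 4.5e-42). The paper chose these genes on the same libraries, so neither this rise nor the 511 that passed is independent evidence.

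**Figure D4:**
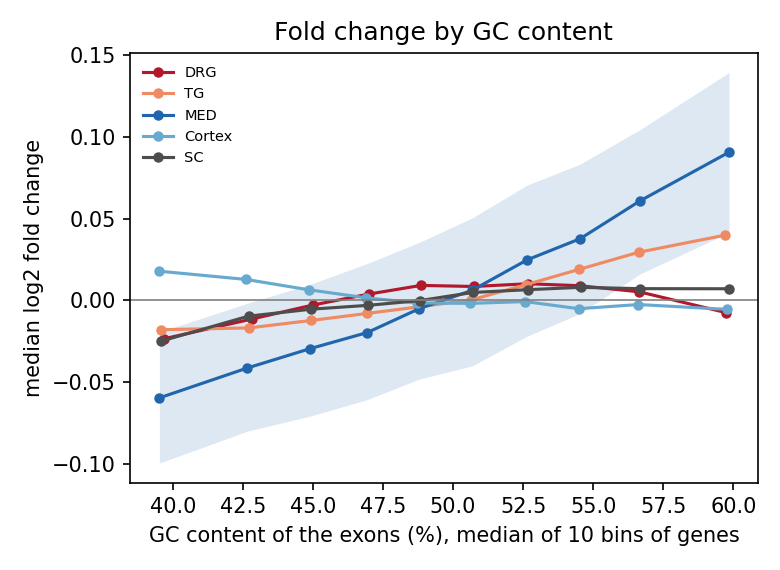
Median log2 fold change (y axis) of genes in 10 bins of GC content of the exons (x axis, %) in each tissue (colours). The line of MED rises from -0.06 to 0.09, the steepest of the 5.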

Out of 568 FD signature genes specific to MED, 87.85% (499/568) were *ELP1* dose-responsive genes. The significant number of dose-responsive genes, coupled with the low count of DEGs, suggests a relatively mild impact of ELP1 reduction on the MED transcriptome. 

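In MED, chromatin genes such as Arid1a, which encodes a subunit of a nucleosome remodelling complex, rose 1.08-fold (95% CI 1.04 to 1.12), and the corepressor gene Ncor2 and the histone methyltransferase gene Ehmt2 rose 1.12-fold (1.06 to 1.18) and 1.11-fold (1.06 to 1.17). Tet3, a DNA demethylation gene, rose in TG 1.12-fold (1.05 to 1.20), and Smarca2, a remodelling gene, rose in DRG 1.08-fold (1.04 to 1.11). Of 40 chromatin regulators, 15 rose in MED, none fell and 25 did not pass in the authors' deposited table, with 21 that rose adjusted over the list alone. In the authors' deposited table 1 of them rose in TG and 2 rose in DRG. They rose as a group in MED (adjusted p = 5.1e-09, median fold 1.05), TG (adjusted p = 3.8e-05, median fold 1.04) and DRG (adjusted p = 0.0208, median fold 1.01; adjusted p = 0.189 with a preset correlation of 0.05). In cortex and SC the list fell (adjusted p = 0.0268 and 0.0139, median folds 0.981 and 0.983), and both calls were lost with a preset correlation of 0.05 (adjusted p = 0.202 and 0.157). After removal of the trend with GC content and length, the list no longer passed in MED (adjusted p = 0.212), cortex (adjusted p = 0.969) or SC (adjusted p = 0.144), and it passed in TG (adjusted p = 0.00165) and DRG (adjusted p = 0.0403).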

The FD signature genes were significantly enriched in the chromatin regulator term (Supplementary Fig. S6A, S6C, Supplementary Table S6), which was not observed in the FD signature genes of the PNS tissues. Additionally, these gene signatures were found to be closer to Elp1, with 63.38% (360/568) of MED signature genes located within four steps of Elp1 (Supplementary Fig. S6B).

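In the edges of Table S5 for MED, Bop1 and Ddx49, genes of ribosome and RNA biology, lie 2 steps from Elp1, while Ehmt2, Ncor2 and Trrap lie 3 steps away and Grin1, Bsn and Shank3 lie 4 steps away. The largest group was 214 genes at 4 steps, of which 22 are DEGs in the authors' deposited table (15 rose, 7 fell). At 3 steps lie 112 genes and at 5 steps 103. The median distance was 4 steps and the largest was 9. Of 218 hubs, 7 are DEGs that rose and 7 are DEGs that fell in the authors' deposited table, and 203 are dose-responsive genes alone with a positive log2 fold change. Bop1, Ddx49 and Shank3 were chosen after their values were seen.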

Collectively, our findings indicate that ELP1 dose-responsive genes play a crucial role in mediating the connections between tissue-specific DEGs and Elp1. Furthermore, they nominate highly connected loci in the FD-regulatory gene network, shedding light on important contributors to the molecular etiology of FD.

### Convergence of transcriptomic dysregulation in FD DRG and TG

We compared the hub genes across the three tissue-specific FD networks, and we discovered that seven hubs were shared between DRG and TG, while only one hub was shared by all three tissues (Fig. 3D, Supplementary Fig. S6D). 

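Aldh18a1 is the hub that DRG, TG and MED share, and it rose 1.12-fold (95% CI 1.06 to 1.19) in TG and 1.15-fold (1.08 to 1.23) in MED, after a rise of similar size in DRG. The other hubs of both DRG and TG are Cxcl12, Htr1a, Itgb6, Pak1, Slc7a5 and Th, and Notch3 is a hub of TG and MED. Of these, Cxcl12 rose in TG by 1.23-fold (1.11 to 1.37) and Slc7a5, Htr1a and Th rose in both ganglia, while the kinase gene Pak1 had negative log2 fold changes in both, -0.20 in DRG and -0.15 in TG. Itgb6, an integrin gene, had log2 fold changes of 0.62 in DRG and 0.33 in TG, and Notch3 had 0.36 in TG and 0.20 in MED. Itgb6, Pak1 and Notch3 were chosen after their values were seen.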

To identify common and convergent molecular mechanisms underlying FD, we evaluated the extent of similarity between any two transcriptomes in relation to ELP1 reduction. From a differential expression perspective, we observed that DRG and TG shared 44 DEGs (~ 26%, *p* = 4.55E−54, hypergeometric test) enriched for synaptic signaling, dendrite tree development, and ammonium ion metabolic processes (Fig. 4B, Supplementary Table S7). In contrast, there were less than five overlapping DEGs between any two CNS tissues, although the number of overlaps was significantly different from what would be expected by chance (Fig. 4A). 

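Genes that changed in both ganglia of FD mice included the neuronal genes Th, Htr1a, Gabra4 and Cacng3, the amino acid carriers Slc7a3 and Slc7a5, and Lypd1, which encodes a modulator of acetylcholine receptors. Lypd1 fell to 0.631 of control (95% CI 0.558 to 0.715) in DRG and 0.642 (0.578 to 0.713) in TG, and Caln1 fell in DRG to 0.691 (0.586 to 0.816). All 44 shared genes moved in the same direction, 21 up and 23 down. Chance would give 1.37 shared genes among the 16060 with an adjusted p in both tissues (hypergeometric test, one-sided, p = 8.8e-56, adjusted p = 8.8e-55 over the 10 pairs of tissues). At any fold, 191 genes past the adjusted p were shared, 190 of them with the same direction. The test takes genes as independent and the ganglia come from the same mice.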

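Hdhd3 and Alad, neighbours of Elp1 on chromosome 4, were shared between all pairs of CNS tissues, and the fructose enzyme gene Aldob between cortex and SC. MED and cortex shared 5 genes against 0.180 by chance (hypergeometric test, one-sided, adjusted p over the 10 pairs = 1.1e-06): Elp1, Hdhd3, Alad, the pseudogene Gm13394 and Nexn, a gene of actin filaments chosen after its values were seen. MED and SC shared 4 against 0.0601 by chance (adjusted p = 3.9e-07), namely Elp1, Hdhd3, Alad and Serpinf1, which rose 1.40-fold (95% CI 1.24 to 1.59) in MED. Cortex and SC shared 4 against 0.0589 by chance (adjusted p = 3.9e-07). Without Elp1 and the genes within 10 Mb of it, a step chosen after seeing the data, MED and cortex shared 2 genes, MED and SC 1 and cortex and SC 0. All shared genes of these 3 pairs moved in the same direction in both tissues.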

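Elp1, Hdhd3 and Alad passed in MED, cortex and SC, and Hdhd3 passed in the ganglia as well. Alad also passed in TG, with a log2 fold change of 0.39, and did not pass in DRG at 0.17. Hdhd3 rose 1.26-fold (95% CI 1.13 to 1.41) in MED, 1.38-fold (1.19 to 1.60) in cortex, 1.27-fold (1.12 to 1.44) in SC and 1.35-fold (1.18 to 1.54) in TG, and Alad rose 1.34-fold (1.22 to 1.48) in MED, 1.20-fold (1.10 to 1.32) in cortex and 1.24-fold (1.13 to 1.36) in SC. Both lie on chromosome 4, 5.75 and 5.76 Mb from Elp1. Of a fixed list of neighbours of Elp1, 4 of 51 passed the adjusted p in DRG, 8 of 51 in TG, 9 of 48 in MED, 7 of 47 in cortex and 5 of 54 in SC in the authors' deposited table. The odds ratio against all other genes was 32.7 in SC (Fisher's exact test, two-sided, p = 1.0e-06), 5.55 in cortex (p = 5.6e-04), 2.95 in TG (p = 0.0101), 2.46 in DRG (p = 0.0917) and 1.45 in MED (p = 0.295).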

Among the three CNS tissues, only three DEGs, including *ELP1,* were shared (Supplementary Table S1).

**Figure 4:**
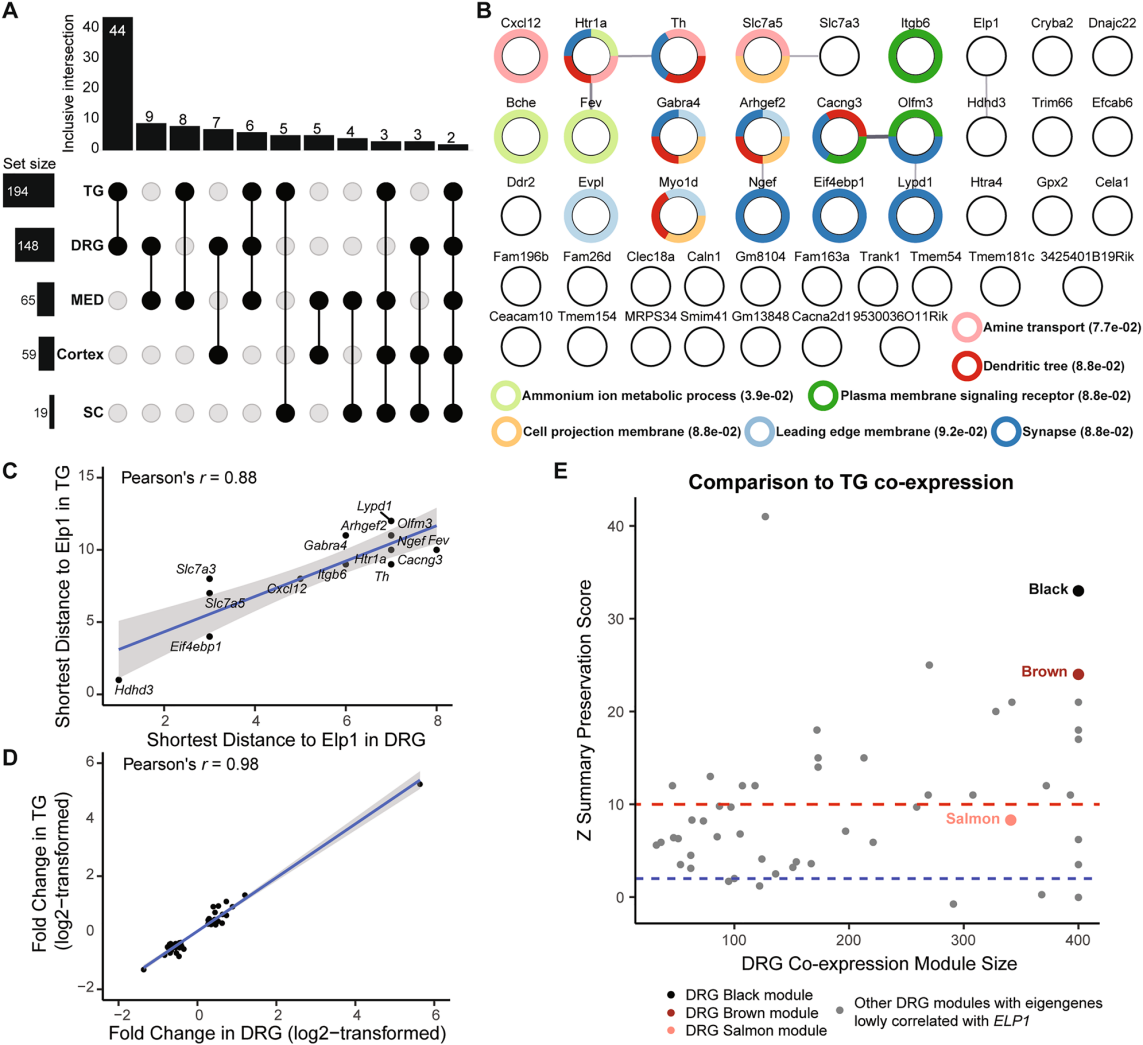
The convergence of transcriptomic dysregulation in the PNS tissues. (**A**) The UPSET plot demonstrates the DEGs overlaps between two out of the five tissues. The *x*-axis of the bar plot represents overlap comparisons while the *y*-axis of it represents the number of genes. (**B**) The gene network of PNS convergent DEGs. Each node represents a PNS convergent DEG indicated by a round shape. Each edge represents a potential interaction between the two connected genes, where only an interaction score of more than 0.4 (default) in String-DB is displayed. The thicker the edge, the higher the interaction score. The rings outside the nodes represent significant functional enrichment with FDR < 0.1 of all the PNS convergent DEGs. The associated functional enrichment terms with the ring colors are given, where the values in the brackets are the enrichment FDRs for the terms. (**C**) The scatter plot demonstrates the shortest distances of PNS convergent DEGs from ELP1 in the DRG dysregulated network (*x*-axis) and the TG dysregulated network (*y*-axis), respectively. Each dot represents a PNS convergent DEG with non-zero connectivity in both networks. The blue line represents the best-fitted linear regression line while the grey zone around the line represents the 95% confidence intervals. (**D**) The scatter plot demonstrates the log2-transformed fold change of PNS convergent DEGs in DRG (*x*-axis) and TG (*y*-axis), respectively. Each dot represents a PNS convergent DEG. The blue line represents the best-fitted linear regression line while the grey zone around the line represents the 95% confidence intervals. (**E**) The scatter plot demonstrates the DRG co-expression modules’ sizes (*x*-axis) and their similarity to the TG co-expression modules, measured by Z summary preservation scores (*y*-axis). The score indicates the degree of relatedness of each module to other modules in other co-expression networks. The dots represent the co-expression modules identified in DRG. The three modules whose eigengene highly correlated with the full-length ELP1 expression, namely black, brown, and salmon, are highlighted in their corresponding colors. The blue dashed line indicates a module preservation score of 2 below which the preservation is not considered strong, while the red dashed line represents a module preservation score of 10 above which the preservation is considered very strong.

The PNS convergent DEGs, when connected to Elp1 in both DRG- and TG-specific FD-dysregulated gene networks, exhibited a significantly similar distribution (Pearson correlation coefficient = 0.88, *p* < 2.2E−16) and were relatively distant from Elp1 (Fig. 4C). Additionally, the magnitude of dysregulation of these 44 PNS convergent DEGs was nearly identical, as indicated by a high Pearson correlation coefficient of 0.98 (*p* < 2.2E−16) for the fold change correlation between DRG and TG (Fig. 4D). 

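Th, Htr1a, Arhgef2, Olfm3, Lypd1 and Cacng3 lie 7 steps from Elp1 in DRG and 9 to 12 steps in TG, Fev lies 8 and 10 steps away, and Slc7a5 and Slc7a3 lie 3 steps away in DRG and 7 and 8 in TG. Of the shared genes, 16 are connected to Elp1 in both networks, with Elp1 itself at distance 0. Their median distance was 6.5 steps in DRG and 9.5 steps in TG. The distances correlated across genes with Pearson's r = 0.921 and Spearman's rho = 0.803 (permutation test, p = 2e-05, the smallest that the permutations can give). Without Elp1, a step chosen after seeing the data, r was 0.881 and rho 0.757 over 15 genes (permutation test, p = 8e-05). Genes of the same network share paths, so they are not independent replicates.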

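The shared genes had fold changes of similar size in both ganglia, from Elp1 at the low end to Fev at the high end. Trim66 rose 1.85-fold (95% CI 1.57 to 2.18) in DRG, close to its fold in TG, while Arhgef2 rose 1.32-fold (1.17 to 1.49) in DRG, and its log2 fold change did not differ from that in TG past the threshold (z test, adjusted p = 0.0718; 0.0253 with correlated errors). Without Elp1 and Fev, the 42 other genes had r = 0.953 and Spearman's rho = 0.838, against r = 0.983 and rho = 0.859 for all 44, across genes, which are not independent replicates. Genes enter this set by passing in both tissues, which favours similar values. Of all DEGs of DRG with a value in TG, Elp1 left out, 123 of 140 (87.9%, 95% CI 81.4 to 92.3) had the same sign in TG, with a slope through 0 of 0.657. Of the DEGs of TG, 168 of 190 (88.4%, 83.1 to 92.2) had the same sign in DRG, with a slope of 0.677. Fev carries part of both slopes, which without it were 0.479 and 0.473, with 87.8% and 88.4% of the same sign. For DEGs of DRG that are not DEGs of TG the slope was 0.279, with 80 of 97 (82.5%) of the same sign, and for those of TG alone it was 0.304, with 125 of 147 (85.0%). Leaving out the DEGs of the other tissue lowers these slopes by the choice of genes itself.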

Next, we compared the total level of transcriptomic disruption across tissues. We utilized the rank-rank hypergeometric overlap which evaluates the concordance of transcriptomic changes between any two tissues^50,51^. The two PNS tissues exhibited the strongest concordance (odds ratio > 1, Chi-squared test), whereas evidence of concordance among the CNS tissues was much weaker (refer to Supplementary Fig. S7, see “Methods”). 

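DRG and TG moved together over the genome, and MED moved with them more than cortex and SC did. Among the genes that changed in TG and MED alike were Ddr2, at 1.38-fold (95% CI 1.22 to 1.56) in TG, Cela1, which fell in MED to 0.795 (0.703 to 0.898) of control, and Chac1, at 1.33-fold (1.10 to 1.61) in MED. The Wald statistics of DRG and TG had a Spearman rho of 0.363 across 19026 genes, and 0.110 among genes with p above 0.2 in both. That choice of genes narrows the range of both statistics and so lowers a correlation of any source. The second value therefore does not measure what the shared mice contribute. Without genes past the adjusted p in either tissue, rho was 0.290. Rho was 0.278 for TG and MED (0.0815 among genes with p above 0.2), 0.176 for MED and SC (0.0502), 0.170 for cortex and SC (0.0581), 0.164 for DRG and MED (0.0550) and 0.0944 for MED and cortex (0.0320). Of 707 genes with an unadjusted p under 0.05 in both DRG and TG, 96.7% had the same sign, an odds ratio of 805 (chi-squared test, p = 1.7e-133). Within the CNS the odds ratio was 19.9 for cortex and SC (p = 2.3e-28), 14.3 for MED and SC (p = 7.0e-31) and 9.72 for MED and cortex (p = 1.4e-30). After removal of the trend with GC content and length, chosen after seeing the data, rho was 0.358 for DRG and TG, 0.251 for MED and cortex and 0.189 for TG and MED, so the order below the ganglia depends on that step. These tests take genes as independent, which they are not, and they are not the paper's rank-rank overlap.

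**Figure D5:**
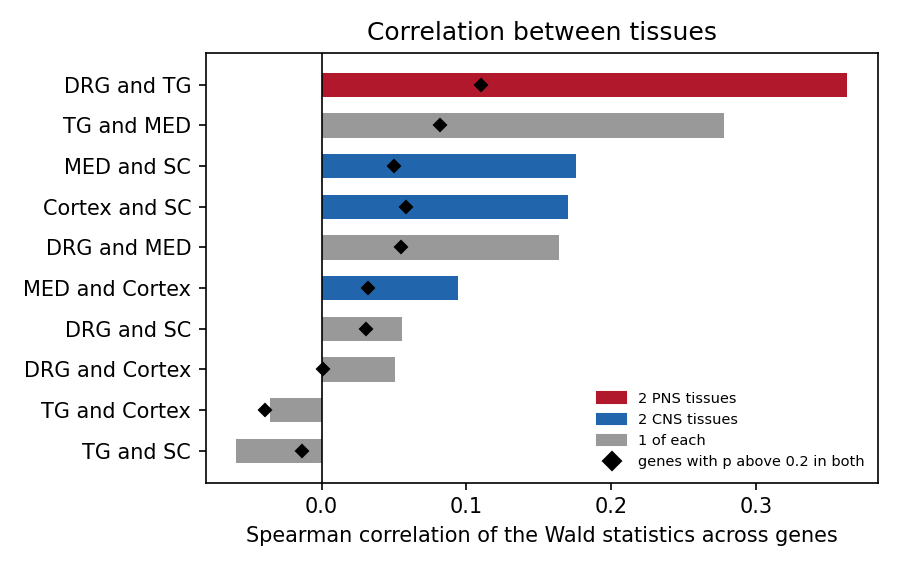
Spearman correlation of the Wald statistics (x axis) for each pair of tissues (y axis), coloured by whether both tissues belong to the PNS, both to the CNS or 1 to each. Diamonds give the value among genes with p above 0.2 in both tissues; DRG and TG have the highest value, 0.363.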

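Between the ganglia and the CNS, single genes moved together or apart. Hdhd3, Slc7a5 and Ddr2 rose in DRG, TG and MED alike, with Ddr2 at 1.35-fold (95% CI 1.23 to 1.49) in DRG. F5, which encodes a clotting factor, fell in DRG to 0.613 (0.447 to 0.840) of control and rose in cortex 1.89-fold (1.29 to 2.76), in a tissue where choroid plexus markers rose. For genes with an unadjusted p under 0.05 in both tissues, the odds ratio of sharing a sign was 56.1 for TG and MED (chi-squared test, p = 1.5e-105), 11.3 for DRG and MED (p = 2.3e-30), 4.77 for DRG and cortex (p = 4.2e-11) and 1.84 for DRG and SC (p = 0.0321). TG and cortex (odds ratio 1.35, p = 0.153) and TG and SC (odds ratio 0.707, p = 0.168) did not pass. Over all genes, rho was -0.0354 for TG and cortex (-0.0388 among genes with p above 0.2), -0.0588 for TG and SC (-0.0133), 0.0506 for DRG and cortex (9.1e-04) and 0.0553 for DRG and SC (0.0306).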

Discordance became apparent when comparing a CNS tissue to a PNS tissue (Supplementary Fig. S7). We also found that 88.5% (46/52) of the co-expression modules in DRG were preserved in TG (Fig. 4E). Taken together, these findings suggest convergent dysfunction in the two PNS tissues in FD.

### PNS convergent DEGs show association with specific neuronal subtypes in FD

To gain a deeper understanding of how PNS convergent DEGs contribute to FD etiology, we hypothesized that the observed dysregulation might be driven by specific neuronal subtypes unique to the PNS. To investigate this, we analyzed publicly available single-cell RNA sequencing (scRNA-seq) data from wildtype mouse DRG^42,52^ and TG^53^. By combining neuronal subtype markers provided in these studies with the novel markers identified through our analyses (Supplementary Fig. S8A–C, Supplementary Table S8, see “Methods”), we discovered significant overlaps with the DRG, TG, and PNS convergent DEGs (Fig. 5A). These sets of DEGs were enriched for specific neuronal subtype markers. 

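In DRG, P2rx3 and Mrgprd, receptor genes of non-peptidergic nociceptors, rose 1.18-fold (95% CI 1.11 to 1.25) and 1.11-fold (1.05 to 1.19), and the sodium channel gene Scn11a rose 1.07-fold (1.03 to 1.12). Calb1 and Nefm, markers of myelinated neurons, fell in DRG to 0.839 of control (95% CI 0.775 to 0.908) and 0.898 (0.852 to 0.946), and Pvalb and Spp1 fell in TG to 0.840 (0.773 to 0.913) and 0.883 (0.825 to 0.944). Of the markers of myelinated mechanoreceptors and proprioceptors, none of 25 rose, 6 fell and 19 did not pass in DRG and none of 25 rose, 5 fell and 20 did not pass in TG by the authors' deposited table, against 1 that rose and 12 that fell in DRG and 8 that fell in TG adjusted over the list alone. They fell as a group in DRG (adjusted p = 5.3e-06, median fold 0.961) and TG (adjusted p = 1.5e-04, median fold 0.958). They fell in cortex too (adjusted p = 0.0196, median fold 0.977), where these genes mark other cells and the call was lost with a preset correlation of 0.05 (adjusted p = 0.127). Of the markers of non-peptidergic nociceptors, 7 of 18 rose, none fell and 11 did not pass in DRG by the authors' deposited table, while 8 rose and 2 fell adjusted over the list alone, and they rose as a group (adjusted p = 1.7e-05, median fold 1.05). In TG that list did not pass (adjusted p = 0.452, median fold 0.990). Peptidergic nociceptor markers did not pass in DRG (adjusted p = 0.237, median fold 1.01) or TG (adjusted p = 0.0702, median fold 1.06), with Sstr2 at 1.33-fold (1.19 to 1.48) in DRG and Nts at 1.39-fold (1.12 to 1.71) in TG. Markers of C low-threshold mechanoreceptors, which include Th, did not pass in DRG (adjusted p = 0.288, median fold 1.04) or TG (adjusted p = 0.288, median fold 0.963), and cold nociceptor markers did not pass either (adjusted p = 0.784 and 0.175, median folds 0.999 and 0.971). The lists were taken from general knowledge of sensory neurons and are not the paper's markers, and the tests ask whether a list moves one way on balance.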

Notably, we observed enrichment of markers for peptidergic nociceptors in DRG and TG, myelinated sensory neurons, and TH+ neurons in DRG, and c-fiber mechanoreceptors and cold nociceptors in TG (all FDRs < 0.07, hypergeometric test). Furthermore, out of 44 PNS convergent DEGs, 15 were identified as neuronal subtype markers (Fig. 5B), with 11 of them being markers for peptidergic nociceptors and myelinated sensory neurons^42^. These findings suggest that these two neuronal subtypes might be particularly susceptible to ELP1 reduction in the PNS.

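Among the 44 genes shared by DRG and TG, Ceacam10, a marker of C low-threshold mechanoreceptors in the lists used here, fell to 0.625 of control (95% CI 0.495 to 0.791) in DRG and 0.678 (0.525 to 0.875) in TG, while Th, a marker of the same neurons, rose. Ngef, an exchange factor gene chosen after its values were seen, had log2 fold changes of -0.40 in DRG and -0.48 in TG. Counted over lists, 1 of 14 peptidergic markers rose in DRG and 1 of 14 in TG in the authors' deposited table, and none fell in either. Adjusted over the list alone, 2 rose in DRG, and 5 rose and 1 fell in TG. Of the markers of C low-threshold mechanoreceptors, 1 of 13 rose, 2 fell and 10 did not pass in DRG and 2 of 13 rose, 2 fell and 9 did not pass in TG by the authors' deposited table. Markers of NP3 itch neurons did not pass as a group in DRG (adjusted p = 0.0605, median fold 1.05) or TG (adjusted p = 0.117, median fold 1.07). A fold in a ganglion can come from more or fewer cells of a type or from a change within cells, and the values cannot separate these.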

**Figure 5:**
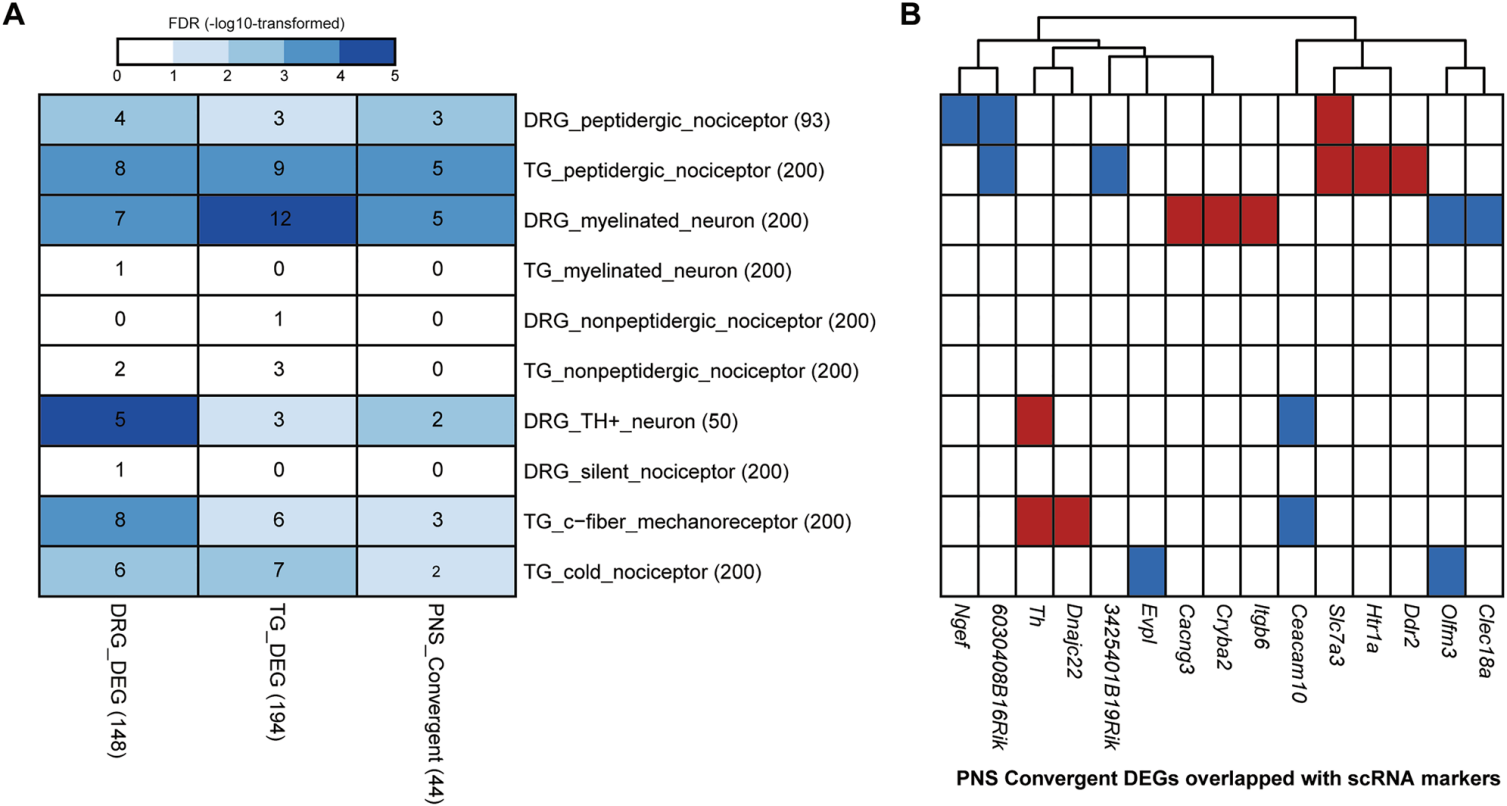
The potential transcriptomic dysregulation at neuronal subtype levels in the PNS tissues. (**A**) The heatmap demonstrates the overlap between DEGs identified from this study (columns) and the neuronal subtype markers identified from publicly available scRNA datasets for mouse DRG and TG. The numbers in the brackets after the row or column names indicate the number of genes in each category. The numbers in the grids indicate the number of gene overlaps between the two categories. The grid colors reflect the significance of overlap according to the hypergeometric test followed by FDR correction, in the − log10-transformed scale. The deeper the color, the more significant the overlap. The grids in white mean no significant overlap where FDR > = 0.1. (**B**) The overlaps between the PNS convergent DEGs (columns) and the neuronal subtype markers identified from publicly available scRNA datasets for mouse DRG and TG (rows, the same as panel (**A**)). The colors of the grids reflect the genes’ dysregulation directions between FD and Control, where red is for upregulation while blue is for downregulation.

Collectively, our results provide novel insights into the dysregulation of peripheral nervous system gene expression in FD. Tissue-specific analyses revealed a greater impact of ELP1 reduction on PNS tissues compared to CNS tissues, as evidence by the number of DEGs. The FD-dysregulated gene networks showed upregulated hub genes that were significantly enriched in the PNS tissues. Cross-tissue comparisons further highlighted convergent mechanisms of disrupted synaptic signaling and amine-related metabolic processes in the PNS tissues, while such convergence was not observed across CNS tissues.

## Discussion

FD is a progressive neurodegenerative disease that manifests in various debilitating symptoms including diminished pain and temperature perception, decreased or absent myotatic reflexes, proprioceptive ataxia, and retinal degeneration. Recent studies have provided compelling evidence linking the reduction of Elp1 to sensory neuronal loss and diminished tissue innervation^54–56^. However, the intricate molecular mechanisms connecting ELP1 reduction with the phenotypic manifestations of the disease remain largely unknown.

Using a humanized FD phenotypic mouse that recapitulates the same tissue-specific reduction of ELP1 observed in patients*,* we have conducted a comprehensive transcriptomic study to investigate the disrupted gene expression and pathways underlying FD etiology in disease-relevant neuronal tissues. We collected DRG and TG as representative PNS tissues, and cortex, MED, and SC as representative CNS tissues, from both control and FD-phenotypic mice. We found significant differences in the levels of full-length *ELP1* transcripts between PNS and CNS. The PNS tissues, DRG and TG, exhibited lower levels of full-length *ELP1* transcripts (~ 35% of the control level) when compared to the three CNS tissues, MED, cortex, and SC (~ 48% of the control level).

To gain deeper insights into the molecular networks and pathways involved in FD, we assembled a set of FD signature genes by combining tissue-specific DEGs that represented the most prominent transcriptional alterations, and ELP1 dose-responsive genes that exhibited moderate expression changes but they closely correlated with ELP1 levels. The FD signature genes formed interconnected gene networks providing a comprehensive view of how ELP1 reduction impacts the expression of many genes. This study shows that merely using DEGs is not sufficient to build a meaningful PPI network. Adding dose–response genes interconnects the robust signals from DEGs and creates a more interconnected and expansive network. FD is a recessive disease but, unlike most recessive diseases, it does not result from complete loss of a protein but is caused by tissue-specific reduction of ELP1^57,58^. It is reasonable to think that the reduction of ELP1, instead of its complete depletion, might cause moderate transcriptomic changes (e.g. *ELP1* dose-responsive genes) in its immediate downstream genes. These moderate responders could then synergistically lead to more dramatic expression alterations (DEGs) deeper in the molecular network. We indeed observed such patterns in both DRG and TG FD-dysregulated networks.

In the DRG, for instance, the connection of Elp1 with the other DEGs is dependent on the inclusion of the three dose-responsive genes *Iars*, *Aldh18a1* and *Asns* (Fig. 3A). These three genes encode synthase proteins. It is well known that the cellular concentrations of tRNA synthase must be precisely regulated and overproduction of them leads to various disorders including neurodegeneration^23,59,60^. In addition, we observed significant upregulation of amino acid transporter genes *Slc7a5* (alias *Lat1*) and *Slc7a3* (alias *Cat3*). Both tRNA synthesis and amino acid transport are the immediate upstream biological steps of tRNA wobble modification, one of the well-studied functions of *ELP1*^13,15,23,59,61^. Interestingly, the expression of the other Elongator subunits (Elp2–6) was not affected by the reduction of ELP1. This suggests that the expression of each subunit might be independently regulated, and they may not be linked by negative feedback regulation. However, it is important to note that the functional integrity of Elongator is compromised in the absence of any of its subunits^13,62^. Therefore, the observed dysregulation is likely a result of the compromised function of the entire Elongator complex. We acknowledge that these findings are based on the expression profiles identified from an FD-phenotypic mouse model and rely on the annotated mouse PPI network. Further evaluation is needed to determine the extent to which these findings can be translated to FD patients. Transcriptome-wide, we observed striking similarities in the response to ELP1 reduction between DRG and TG. The PNS convergent DEGs in this study were enriched for synaptic signaling and amine transport. This PNS enrichment aligns with the functional enrichment patterns observed in DEGs specific to each tissue. Further exploration of these convergent and tissue-specific DEGs may provide valuable insights into the underlying mechanisms of FD.

Finally, to determine if the observed dysregulation was specific to unique neuronal subtypes in the PNS, we combined the markers identified through our analyses with mouse DRG and TG neuronal subtype markers from publicly available single-cell RNA sequencing (scRNA-seq) data^42,52,53^. Remarkably, we found significant overlaps between the PNS convergent DEGs and the single-cell markers associated with peptidergic nociceptors and myelinated sensory neurons supporting the hypothesis that certain neuronal subtypes are more susceptible to ELP1 reduction.

Overall, our study provided a comprehensive analysis of the disrupted transcriptomic dynamics in FD from both tissue-specific and cross-tissue perspectives. By examining gene expression patterns, we identified several gene sets that may contribute to the disease manifestations. The FD signature genes in the PNS tissues were found to be enriched in amine-related metabolic processes, which in turn influenced synaptic signaling. Our findings suggest the peptidergic nociceptors and myelinated sensory neurons in the PNS are particularly affected in FD, as evidenced by significant alterations in the expression of their marker genes upon ELP1 reduction. Our study not only provides valuable insights into the intricate molecular mechanisms underlying FD but also have broader implications for other neurological disorders associated with Elongator dysfunction.

## Methods

### Animals

The generation of the *TgFD9* mouse line carrying the human *ELP1* transgene with the NM_003640.5:c.2204+6T>C mutation can be found in Hims et al.^38^. Descriptions of the original targeting vector used to generate the *Elp1*^*flox*^ allele and the strategy to generate the *Elp1*^*Δ20*^ allele have been previously published^63,64^.

To generate the experimental *TgFD9; Elp1*^Δ*20/flox*^ mouse, we crossed the *TgFD9* transgenic mouse heterozygous for the *Elp1*^*flox*^ allele (*TgFD9*^+*/−*^; *Elp1*^*flox/*+^) with each other. Pups were genotyped to identify those homozygotes for both the *TgFD9* transgene and the *Elp1*^*flox*^ allele (F1: *TgFD9*^+*/*+^*; Elp1*^*flox/flox*^). These animals were then crossed with the mouse line heterozygous for the *Elp1*^Δ*20*^ allele (*E1p1*^Δ*20/*+^) to generate the FD mouse *TgFD9; Elp1*^*Δ20/flox*^ (F2). Controls are littermates of the FD mice that carry the transgene but are phenotypically normal because they express the endogenous *Elp1 gene* (*TgFD9*^+*/−*^*; Elp1*^+*/*+^*, TgFD9*^+*/−*^*; Elp1*^*flox/*+^ or *TgFD9*^+*/−*^*; Elp1*^Δ*20/*+^). Both sexes were included in this study. The mice were housed in the animal facility at Massachusetts General Hospital (Boston, MA, USA), provided with access to food and water ad libitum, and maintained on a 12-h light/dark cycle.

For routine genotyping of progeny, genomic DNA was prepared from tail biopsies, and PCR was carried out using the following primers—forward, 5′-TGATTGACACAGACTCTGGCCA-3′; reverse, 5′-CTTTCACTCTGAAATTACAGGAAG-3′—to discriminate the *Elp1* alleles and the primers—forward 5′-GCCATTGTACTGTTTGCGACT-3′; reverse, 5′-TGAGTGTCACGATTCTTTCTGC-3′—to detect the *TgFD9* transgene.

All experimental protocols were approved by the Institutional Animal Care and Use Committee of the Massachusetts General Hospital and were in accordance with ARRIVE (https://arriveguidelines.org/) and NIH guidelines.

### Tissue-specific RNA-seq

RNA was extracted from DRG, trigeminal ganglion, cortex, medulla, and spinal cord collected from 12 control (6 males and 6 females) and 13 FD (4 males and 9 females) 3-month-old mice. Using the QIAzol Reagent, following the manufacturer's instructions. RNA-seq libraries were prepared using the Tru-Seq Stranded^®^ mRNA library Prep Kit (Illumina, 20020594) using 100 ng of total RNA as input. Final library concentration was quantified using size distribution by the Agilent 2200 Tape Station and/or qPCR using the Library Quantification Kit (KK4854, Kapa Biosystems). Equimolar amounts of each library were pooled prior to multiplex sequencing. Libraries were 50 basepair paired end sequenced on the Illumina HiSeq 2500 across multiple lanes. The HiSeq Sequencing Control Software was used for real-time image analysis and base calling before CASAVA (version 1.8) was used for FastQ generation.

### RNA-seq pre-processing

A custom transcriptome reference was generated by adding the human ELP1 gene (ENSG00000070061) Ensemble Human transcriptome reference GRCh37.75 to the Ensembl Mouse Transcriptome GRCm38.83 as an independent chromosome. RNA-seq reads were mapped to this synthesized transcriptome reference by STAR v2.5.22b allowing only uniquely mapped reads with 5% mismatch^65^. Illumina TruSeq reads were trimmed using Trimmomatic (v0.36) with minimal length set to 105 and other default parameters^66^.

### Differential gene expression analysis

Gene counts were performed via HTSeq-counts^67^ (version 0.11.2) with ‘-s reverse’ option to be compatible with the Illumina TruSeq library. Genes were further filtered so that only genes whose median expression was no less than 0.1 counts-per-million in at least one genotype were kept for analysis. Raw gene counts were then normalized using sample-wise size factors estimated by the Bioconductor package DESeq2^68^ (v1.34.0). To get the most robust DEGs between the two genotypes of interest (FD and control), surrogate variables unrelated to genotype were first estimated from the normalized counts via the Bioconductor package SVA^69^ (v3.42.0) and then built into a generalized linear model (GLM) together with genotype via DESeq2. Data from both males and females were combined for this analysis. We performed a correlation analysis on several parameters including sex with principal components and surrogate variables. Sex was corrected by surrogate variable analysis and did not correlate with any principal components. Since the phenotypes in FD patients do not exhibit sex differences^1,25^, in this study we aimed at identifying the common disease mechanism regardless of sex.

### Concordance of FD transcriptomic dynamics between tissues

To assess the similarity of the transcriptomic response we compared the expression changes between FD and Control across any two tissues using the Rank-Rank Hypergeometric Overlap test via the RRHO2 Bioconductor package^50,51^. The significance of overlap was calculated in log-transformed odds ratio from the Chi-squared test.

### Gene networks according to PPI

These networks were built to include the query gene sets using the “stringApp”^70^ (version 2.0.1) in Cytoscape^71^ (version 3.9.1). For a tissue-specific FD-dysregulated gene network, the query set consisted of tissue-specific DEGs and ELP1 dose-responsive genes. For the PNS convergent network, the query set consisted of shared DEGs between DRG and TG. To construct each network, the “STRING: protein query” mode was used, with species set as “*Mus musculus*”, confidence (score) cutoff set as 0.4 and maximum additional interactor set as 0.

### Shortest distance from Elp1

The “Edge Table” from the stringApp network construction was exported. A customized R script was used to convert the pair-wised interactions in the “Edge Table” to an R list object, where the list names represented the nodes (i.e., genes) in the network while the list elements were vectors representing genes connected to each node. Then the shortest distance was calculated via the “shortest_paths” function from an opensource R package “igraph” (version 1.3.5, https://github.com/igraph/igraph).

### GO analysis

In each analysis, the query gene set was searched against a background gene list consisting of either expressed genes from the same tissue or non-redundant union of expressed genes from multiple tissues where the query set was built from. For functional enrichment of tissue-specific DEGs, the resources of GO were from the Gene Set Enrichment Analysis website^72^ (https://www.gsea-msigdb.org/, v. MS1). For functional enrichment of FD signature genes or PNS convergent DEGs that were used to build interaction networks, the “Functional enrichment” function from the stringApp in Cytoscape was used, with the appropriate background expressed genes as reference. For any two significant functional terms, an overlap score was calculated to reflect their semantic similarity. An overlap score cutoff of either 0.1 or 0.2 was applied on the raw result to remove redundancy in the results.

For all the functional enrichment analyses in this study, complete lists of the results were provided in the supplementary tables.

### Co-expression module analysis

Once generalized linear models for differential gene expression were established, the effects from surrogate variables were regressed out from the normalized gene counts to create a cleaned matrix whose variance was mainly due to the genotype difference. Then the R package WGCNA^73^ (version 1.71) was implemented upon this cleaned matrix of each tissue, identifying genes co-expressed together and grouping them into modules. To achieve the best performance, the soft-thresholding power was heuristically selected for each tissue (cortex power = 5, dorsal root ganglion power = 6, medulla power = 5, spinal cord power = 6, trigeminal ganglion power = 7) at the beginning of the WGCNA approach. A signed network was used, and minimal module size was set to 30 and the raw modules were merged with a dis-similarity cut-off of 0.25.

### Correlation between co-expression modules’ eigengenes and the full-length *ELP1* expression

The full-length *ELP1* transcript expression was measured as the expression sum of exon 20 (human) and exon 26 (mouse), in the unit of counts per million (CPM). The values across all samples from the same tissue were correlated with each eigengene representing the identified co-expression modules using Pearson correlation. *ELP1* dose-responsive genes were defined as the genes meeting both of the following criteria: (1) the Pearson correlation between their co-expression module eigengene and the full-length *ELP1* had a coefficient no less than 0.8; and (2) the absolute value of the Pearson correlation coefficient between their normalized expression and the module eigengene had a coefficient no less than 0.8.

### Analysis of publicly available scRNA-seq data

For DRG scRNA-seq, the processed data was downloaded from GEO (GSE59739). Cells with the top and bottom 2.5% of the number of RNA features were filtered out. The normalized counts were what the authors provided^42,52,53^. Dimensionality reduction was first done via multiple correspondence analysis (MCA) using the CelliD package^74^ (version 1.6.0), followed by uniform manifold approximation and projection (UMAP) using the Seurat package^75^ (version 4.2.1). Unsupervised clustering was done in the UMAP space using 20-nearest neighbor graph construction with a resolution of 0.2. For each unsupervised cluster, its gene signatures were defined as the top 200 nearest genes to the cluster (i.e., cells) center in the MCA space. The cell-type markers provided by the authors were then compared with the unsupervised cluster signatures. If the overlap was significant under the hypergeometric test, the unsupervised cluster would be marked as the cell-type provided by the authors and the cell-type markers would be replaced by the unsupervised cluster signatures. If the cell-type provided by the authors was found to have no significant overlaps with the markers from the unsupervised clusters, the authors’ cell-types and markers were retained in the final marker list.

For TG scRNA-seq, the raw counts data were downloaded from GEO (GSE197289). Cells with top and bottom 2.5% of the number of RNA features were filtered out. Normalization was done using SCTransform package^76^ (version 0.3.5), with variance stabilization flavor set to “v2”. Like the DRG processing, the dimension reduction was done by MCA followed by UMAP. The UMAP visual separation already agreed with the cell types provided by the authors. The signature of each cell type was called by the top 200 nearest genes to the cell-type center in the MCA space.

### Statistical analysis

Wald test was used to estimate the significance of DEGs from the DESeq2 models. Within each tissue, genes with false discovery rate (FDR) < 0.1 and a fold change cut-off was applied (more than 120% for upregulated or less than 80% for downregulated genes) and these genes were then considered as significant. Fisher’s exact test was used for GO analysis where a significant enrichment was defined as FDR < 0.1. A significant correlation throughout this study was defined as Pearson correlation coefficient ≥ 0.8. For overlap significance, hypergeometric test was used and the *p*-value < 0.05 (or FDR < 0.1 when multiple test correction was applicable) was considered as significant. The four values used in the hypergeometric test were the size of gene list A, gene list B, their overlaps, and their non-redundant background genes (e.g., all expressed genes in the transcriptome where list A and B derived from).

### Supplementary Information

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

## Data Availability

RNA-seq raw and processed data used in this study is available at GSE230867.

# Supplementary material for: Transcriptome analysis in a humanized mouse model of familial dysautonomia reveals tissue-specific gene expression disruption in the peripheral nervous system
**Source:** Sci Rep. 2024 Jan 4;14:570. doi: 10.1038/s41598-023-51137-6
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Table S1. Transcriptome-wide statistics of five tissues in the DEG analysis.**

**Supplementary Table S2. Full list of GO enrichment of DEGs from five tissues.**

**Supplementary Table S3. Tissue-specific co-expression modules that contain *Elp1*.**

**Supplementary Table S4. Full list of tissue-specific *ELP1* dose-responsive genes.**

**Supplementary Table S5. Connectivity scores of nodes in the tissue-specific FD-dysregulated gene networks according to StringDB.**

**Supplementary Table S6. Full list of GO enrichment for the FD signature genes involved in each tissue-specific FD-dysregulated gene network.**

**Supplementary Table S7. Full list of GO enrichment for the PNS-convergent FD signature genes.**

**Supplementary Table S8. Neuronal subtype markers identified from the re-analyses of public-available scRNA datasets.**

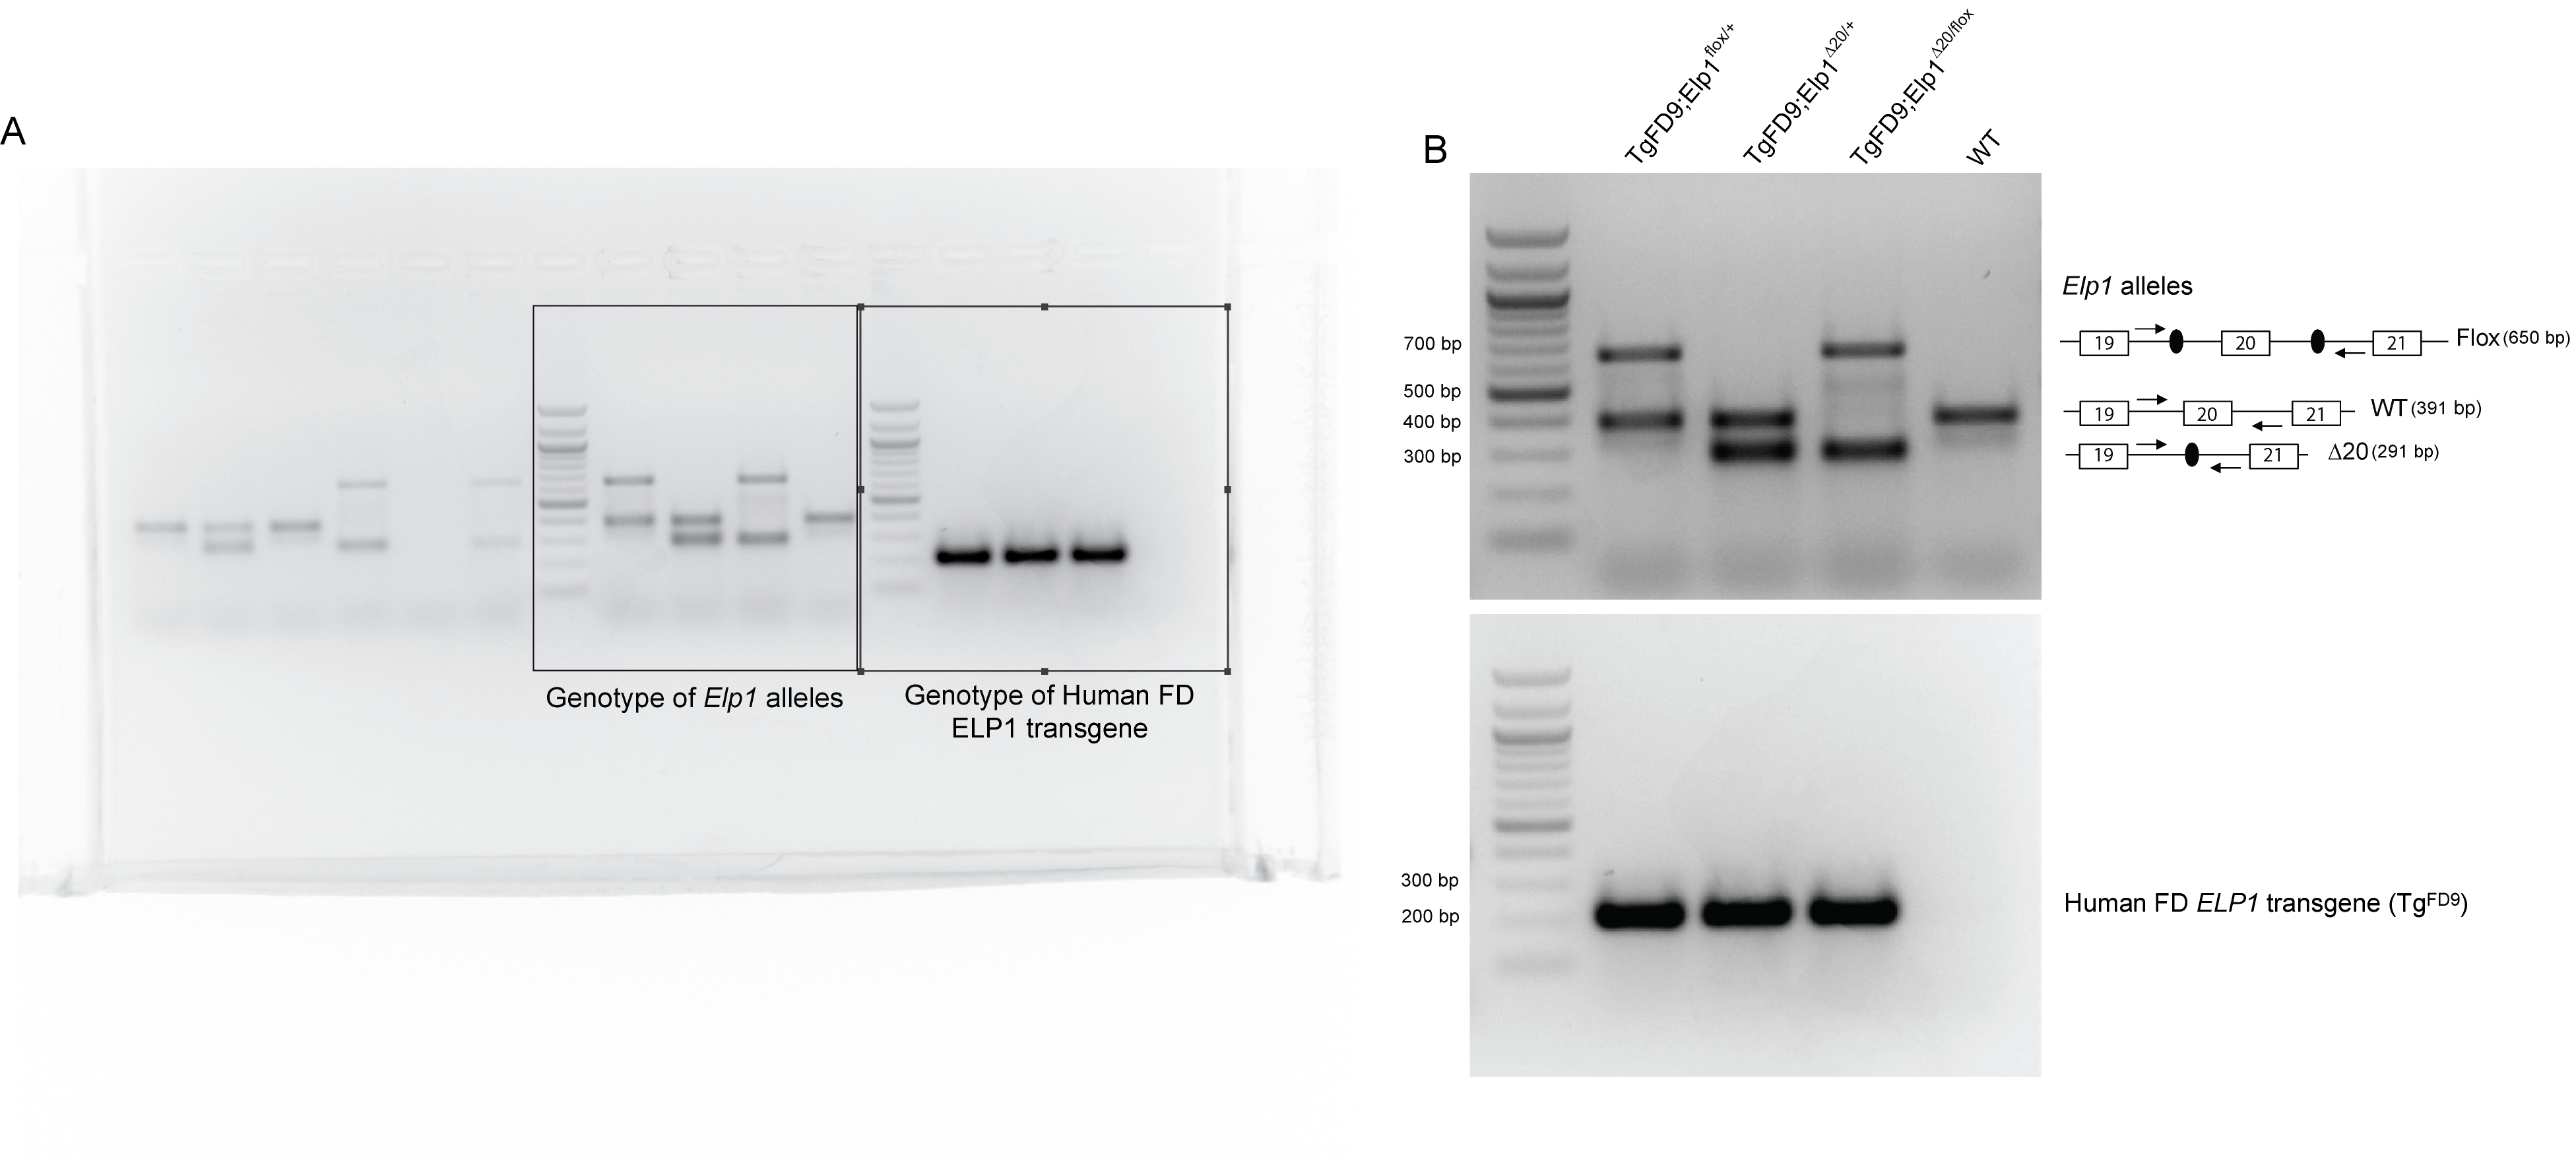

**Supplementary Figure S1. The humanized FD phenotypic mouse *TgFD9; Elp1^Δ20/flox^*.**

A) Original image of the gel used to generate the panels for this figure. B) Detection of *Elp1* alleles and human *TgFD9 ELP1* transgene in *TgFD9/Elp1^flox/+^* (control littermate), *TgFD9/Elp1^Δ20/+/+^* (control littermate)*,* *TgFD9/Elp1^Δ20/flox^* (FD phenotypic) and WT (control) mouse by PCR on genomic DNA. All PCR products were sequenced to confirm identity.

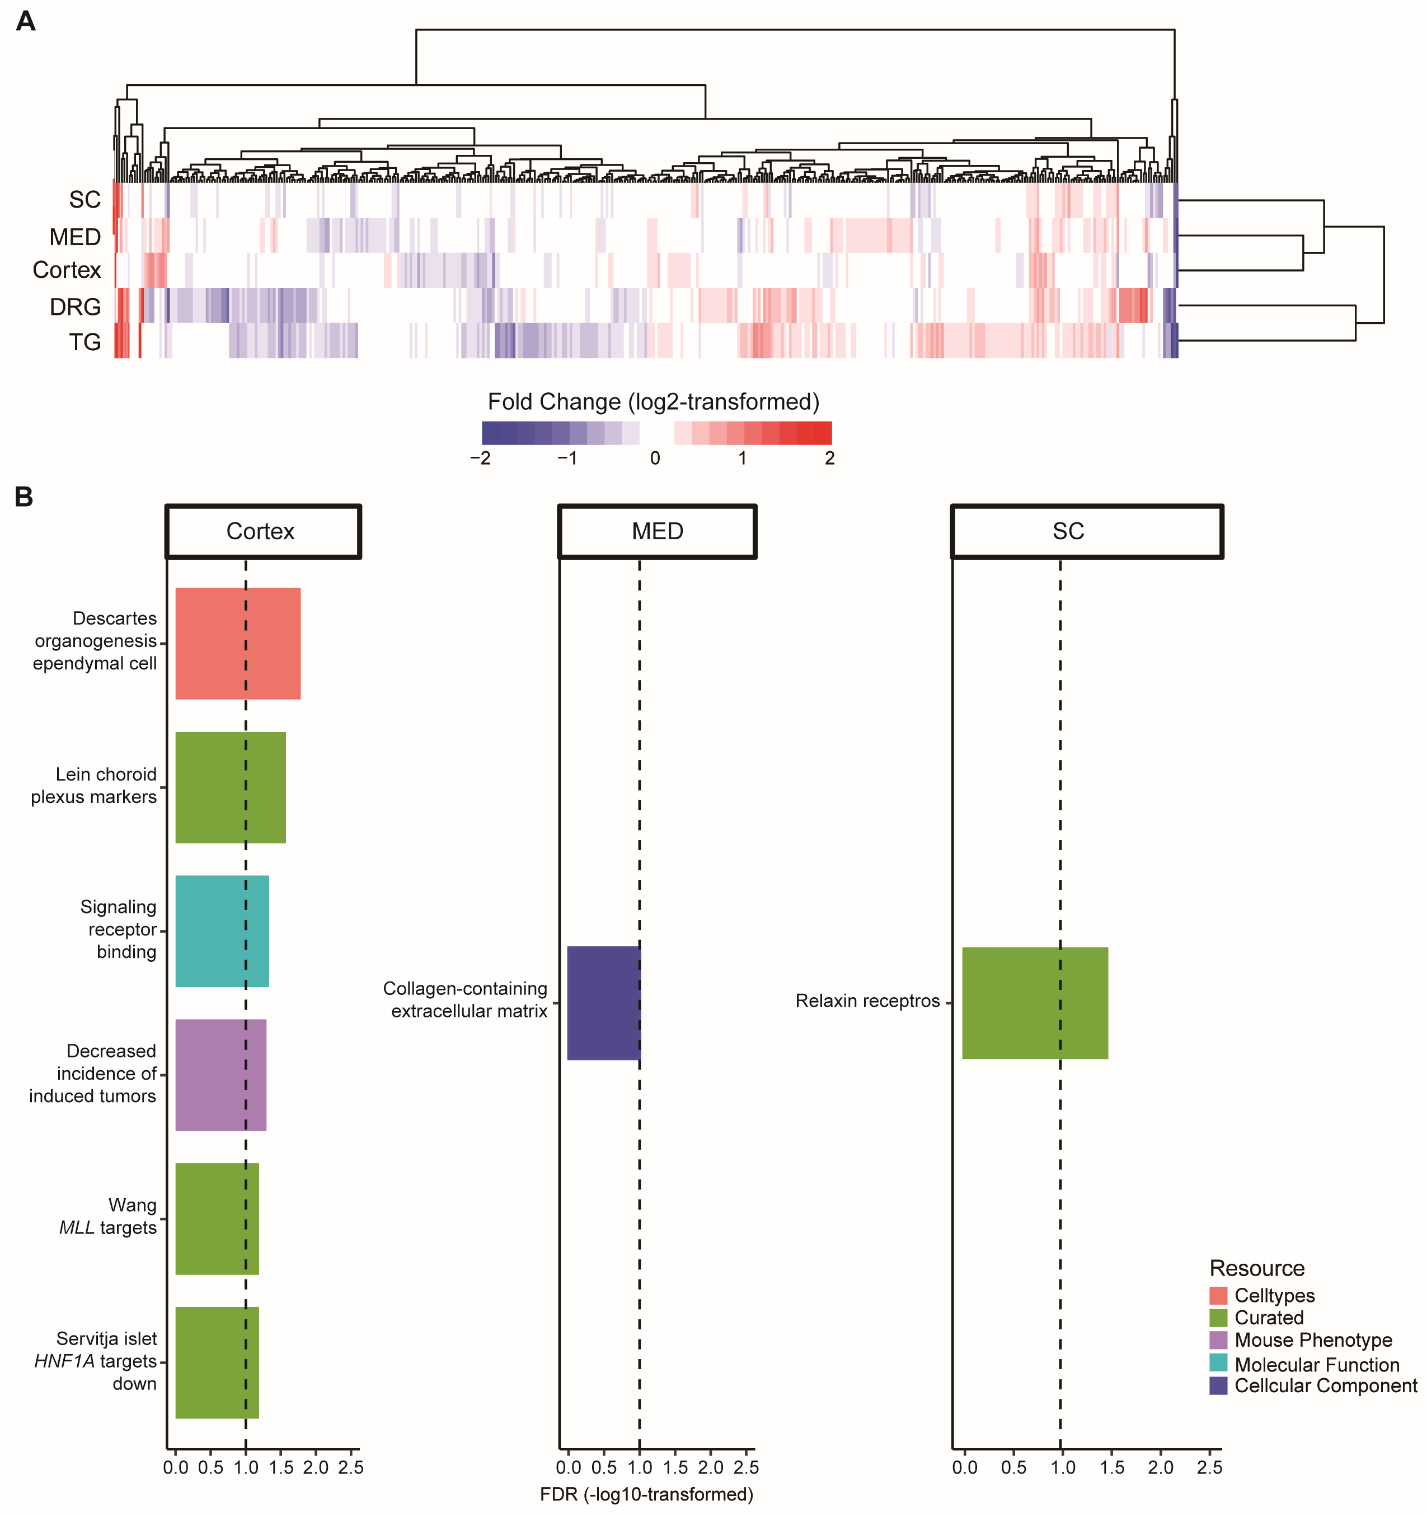

**Supplementary Figure S2. Tissue-specific DEGs and their functional enrichment.**

**(A)** The heatmap represents all the DEGs across five tissues. Each column represents a gene, and each row represents a tissue. The red color domain represents upregulation between FD and Control while the blue color domain represents downregulation, where the expression changes are measured by log2-transformed fold changes. The deeper the color, the stronger the fold change. **(B)** The bar plot represents the functional enrichment based on DEGs in Cortex, MED, and SC, respectively. Note, all significant terms (FDR < 0.1) are displayed per tissue. The x-axis represents the enrichment significance in -log10-transformed FDR while the y-axis represents the terms. The bar colors indicate the resources of Gene Set Enrichment Analysis (GSEA) v. MS1. The vertical black dashed line represents an FDR of 0.1.

**
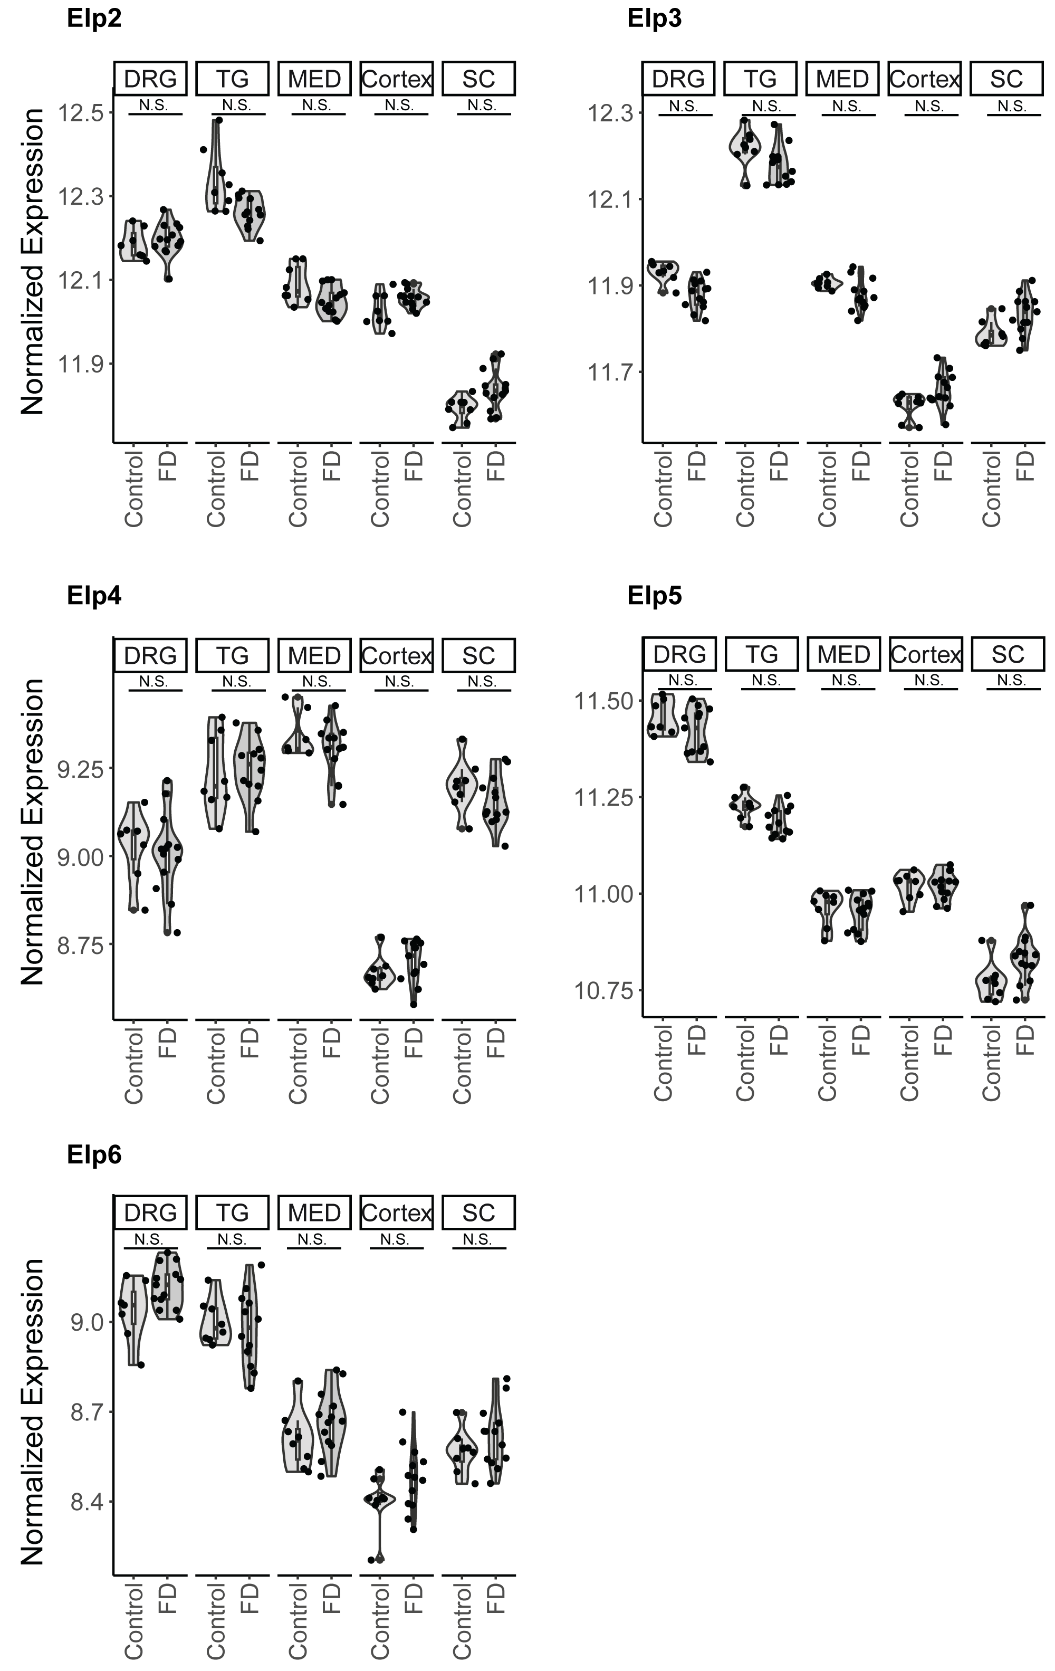
**

**Supplementary Figure S3. Gene expression comparisons of other elongator component genes between FD and Control.**

The x-axis represents the two genotypes (i.e., FD and Control) for each of the five tissues, while the y-axis represents normalized gene expression. The plot illustrates the distribution of gene expression, with each dot representing a sample. The label 'N.S.' indicates non-significance in the expression difference between the two genotypes, as determined by the Wald test.

**
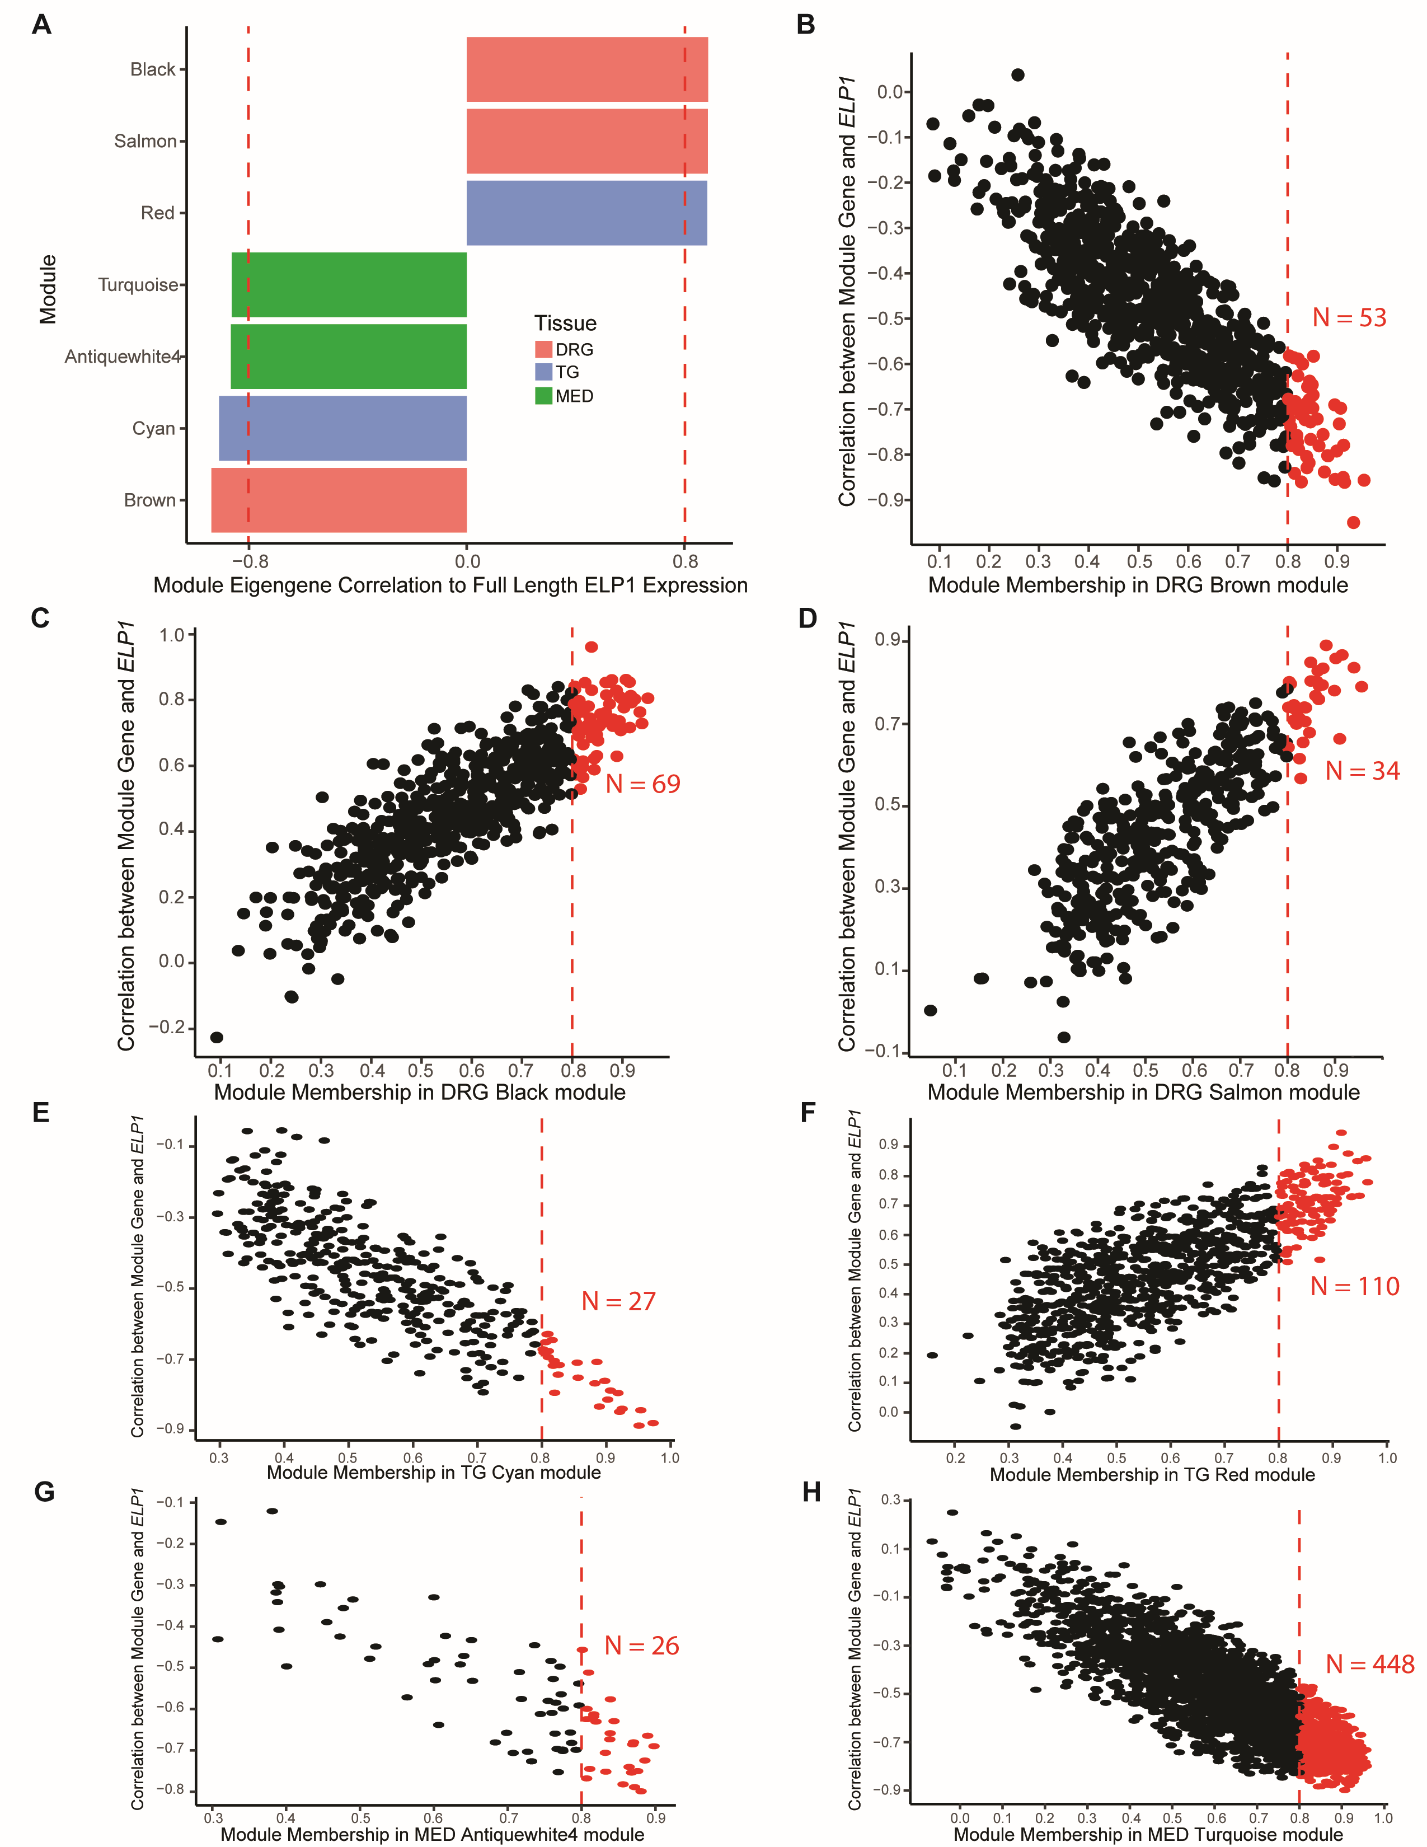
**

**Supplementary Figure S4. Identification of *ELP1* dose-responsive genes.**

**(A)** The bar plot represents how strong the full-length *ELP1* expression is correlated with the eigengene of each tissue-specific co-expression module. Only modules with an absolute Pearson correlation coefficient no less than 0.8 are displayed. The x-axis demonstrates the Pearson correlation coefficient between the full-length *ELP1* expression and an eigengene. The y-axis indicates the module names. The bars are colored by tissue types. The vertical dashed red line indicates Pearson correlation coefficients at -0.8 and 0.8, respectively. **(B-H)** The scatter plots represent the relationships among each gene in the modules in panel **(A)**, module eigengenes, and the full-length *ELP1* expression. The x-axis demonstrates the module membership, which is the Pearson correlation coefficient between each gene in the module and the module’s eigengene. The y-axis demonstrates the Pearson correlation coefficient between each gene in the module and the full-length *ELP1* expression. The vertical dashed red line indicates a Pearson correlation coefficient cutoff at 0.8. The genes to the right side of this cutoff line are defined as *ELP1* dose-responsive genes and displayed in red dots. **(B)** The co-expression module of DRG Brown. **(C)** The co-expression module of DRG Black. **(D)** The co-expression module of DRG Salmon. **(E)** The co-expression module of TG Cyan. **(F)** The co-expression module of TG Red. **(G)** The co-expression module of MED Antiquewhite4. **(H)** The co-expression module of MED Turquoise.

**
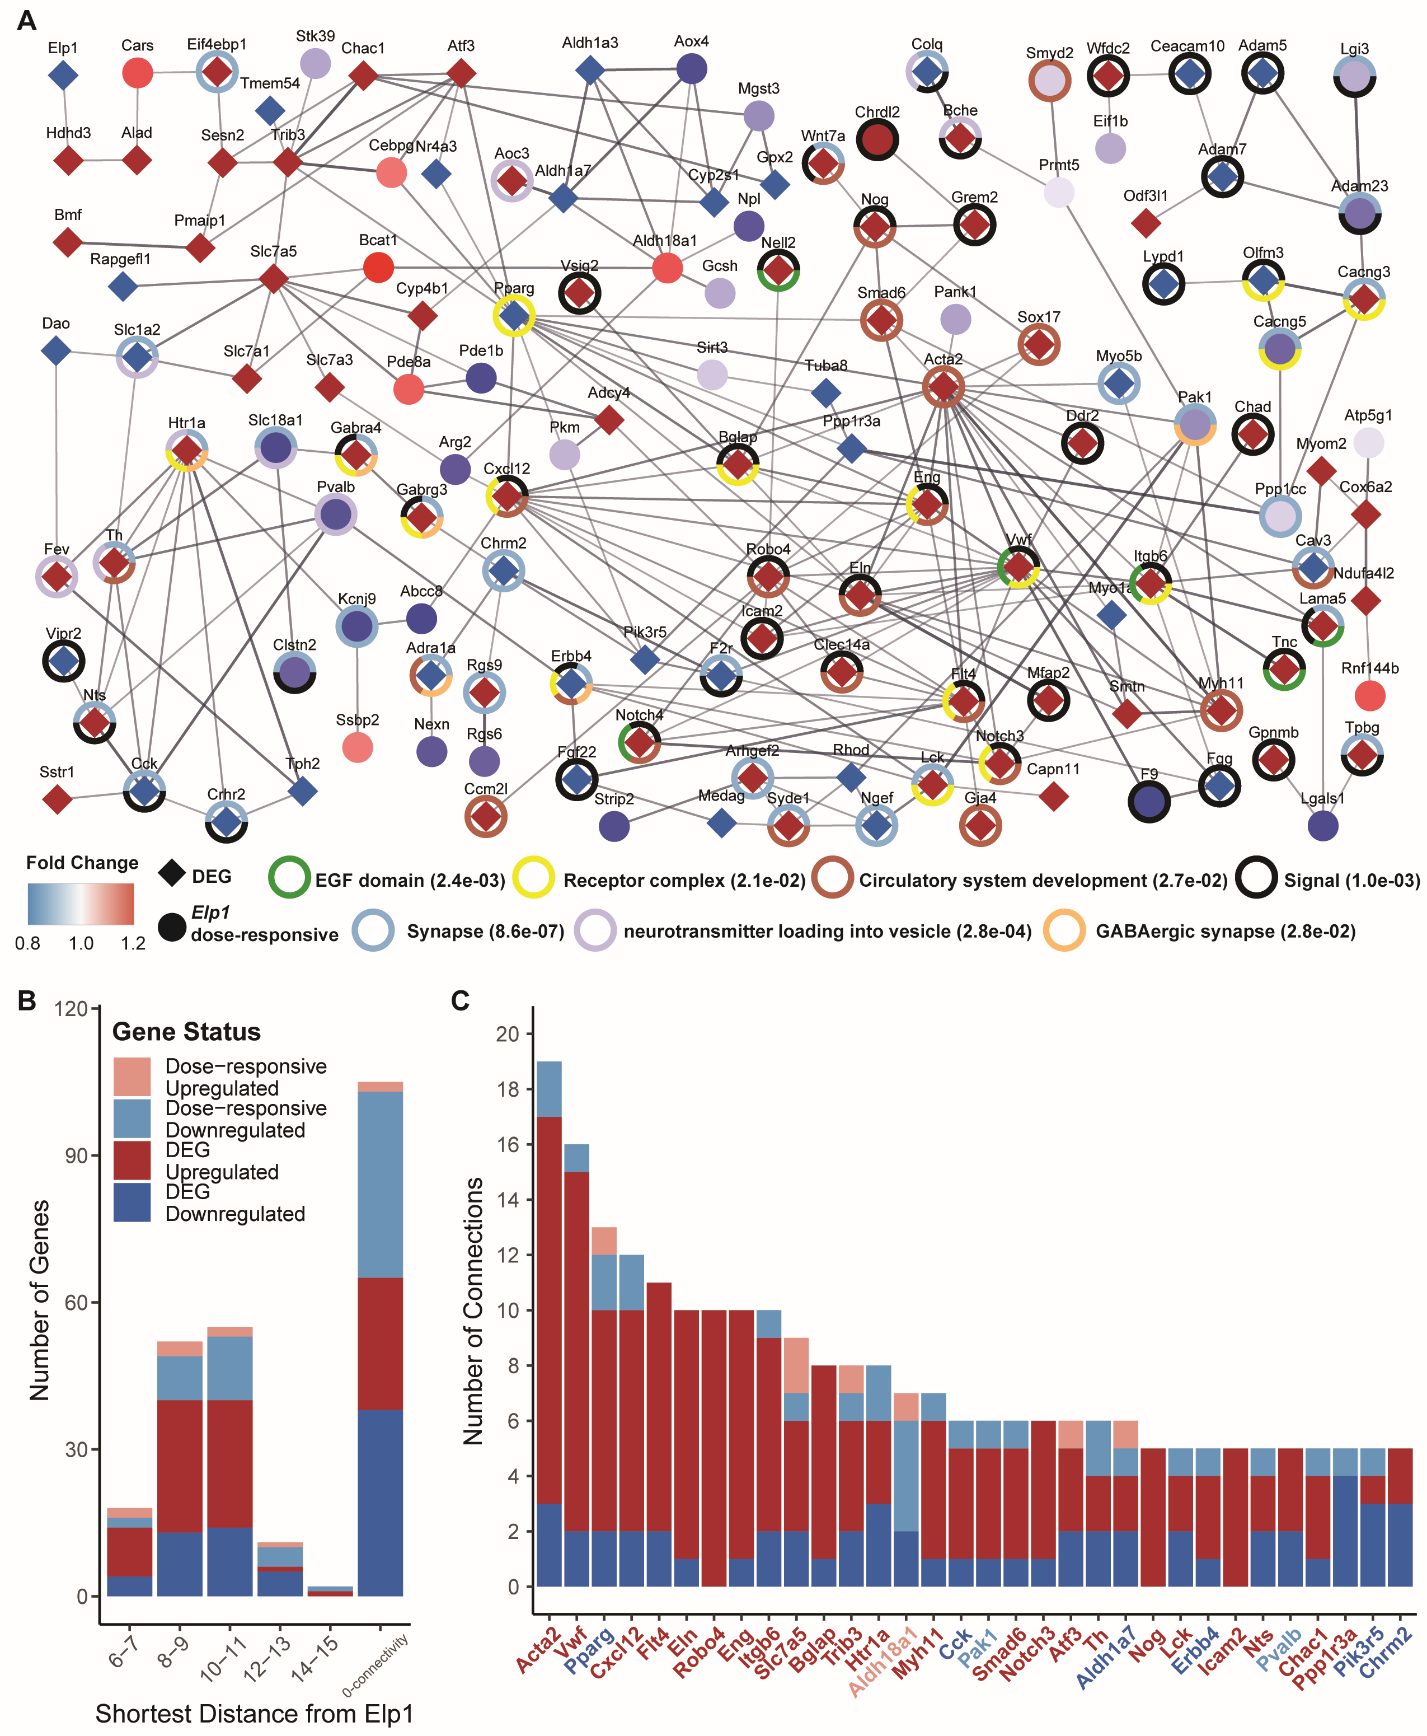
**

**Supplementary Figure S5. TG-specific dysregulated gene network due to ELP1 reduction.**

**(A)** The dysregulated gene network in TG. Each node is either a DEG indicated by a diamond shape or an ELP1 dose-responsive gene indicated by a round shape. The colors for the nodes reflect the fold changes in the genes between FD and Control. The red color domain represents upregulation between FD and Control while the blue color domain represents downregulation. The deeper the color, the stronger the fold changes. Each edge represents a potential interaction between the two connected genes, where only an interaction score of more than 0.4 (default) in String-DB is displayed. The thicker the edge, the higher the interaction score. Only the dysregulated genes with at least one interaction are displayed. The rings outside the nodes represent significant functional enrichment with FDR < 0.1 using all the dysregulated genes (i.e., DEGs and ELP1 dose-responsive genes). The associated functional enrichment terms with the ring colors are given, where the values in the brackets are the enrichment FDR values for the terms. **(B)** The bar plot demonstrates the number of dysregulated genes in TG at different distances to ELP1. The x-axis represents the distance of the shortest path to a gene. The genes in the “0-connectivity” distance category refer to those dysregulated genes not displayed in panel **(A)** due to an interaction score >= 0.4. The y-axis represents the number of genes at each distance. **(C)** The bar plot demonstrates hub genes in TG ranked by their number of connections to the neighbor genes in the network of panel **(A)**. The x-axis represents the hub gene names, where each gene is colored according to its dysregulation direction and gene category.

**
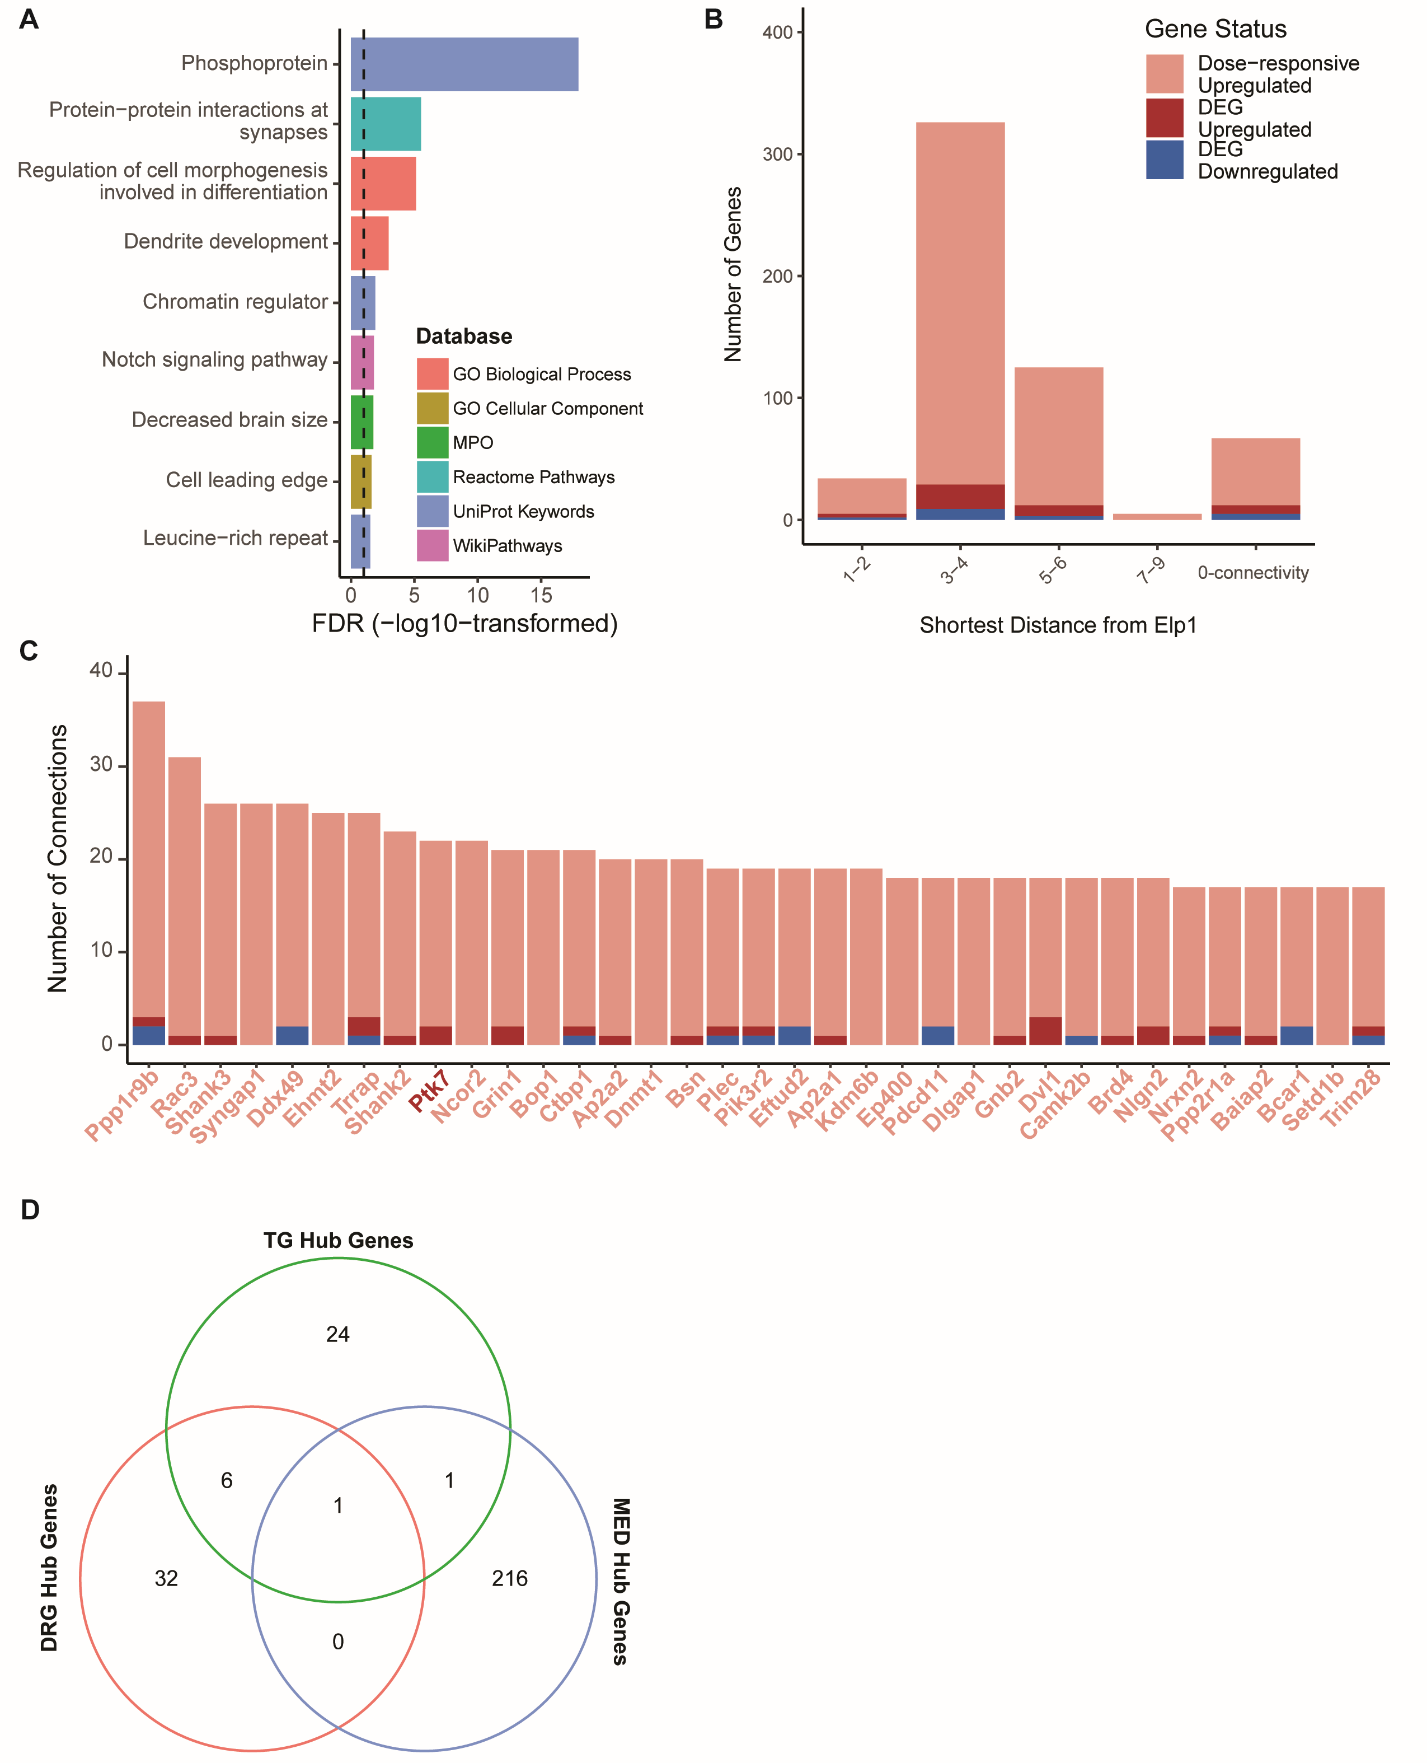
**

**Supplementary Figure S6. MED-specific dysregulated gene network due to ELP1 reduction.**

**(A)** The bar plot represents the GO functional enrichment term with FDR < 0.1 using all the dysregulated genes (i.e., DEGs and ELP1 dose-responsive genes). The x-axis demonstrates the FDR value of enrichment in the -log10-transformed scale. The y-axis demonstrates the GO terms where bars are colored by GO resources. The vertical dashed black line indicates an FDR of 0.1. **(B)** The bar plot demonstrates the number of dysregulated genes in MED at different distances to ELP1. The x-axis represents the distance of the shortest path to a gene. The genes in the “0-connectivity” distance category refer to those dysregulated genes without any connected path to ELP1. The y-axis represents the number of genes at each distance. **(C)** The bar plot demonstrates hub genes in MED ranked by their number of connections to the neighbor genes in the network of panel **(A)**. The x-axis represents the hub gene names, where each gene is colored according to its dysregulation direction and gene category. **(D)** The Venn diagram shows the overlaps among the hub genes of the dysregulated gene networks in DRG, TG, and MED. The numbers represent the amount of overlapped genes.

**
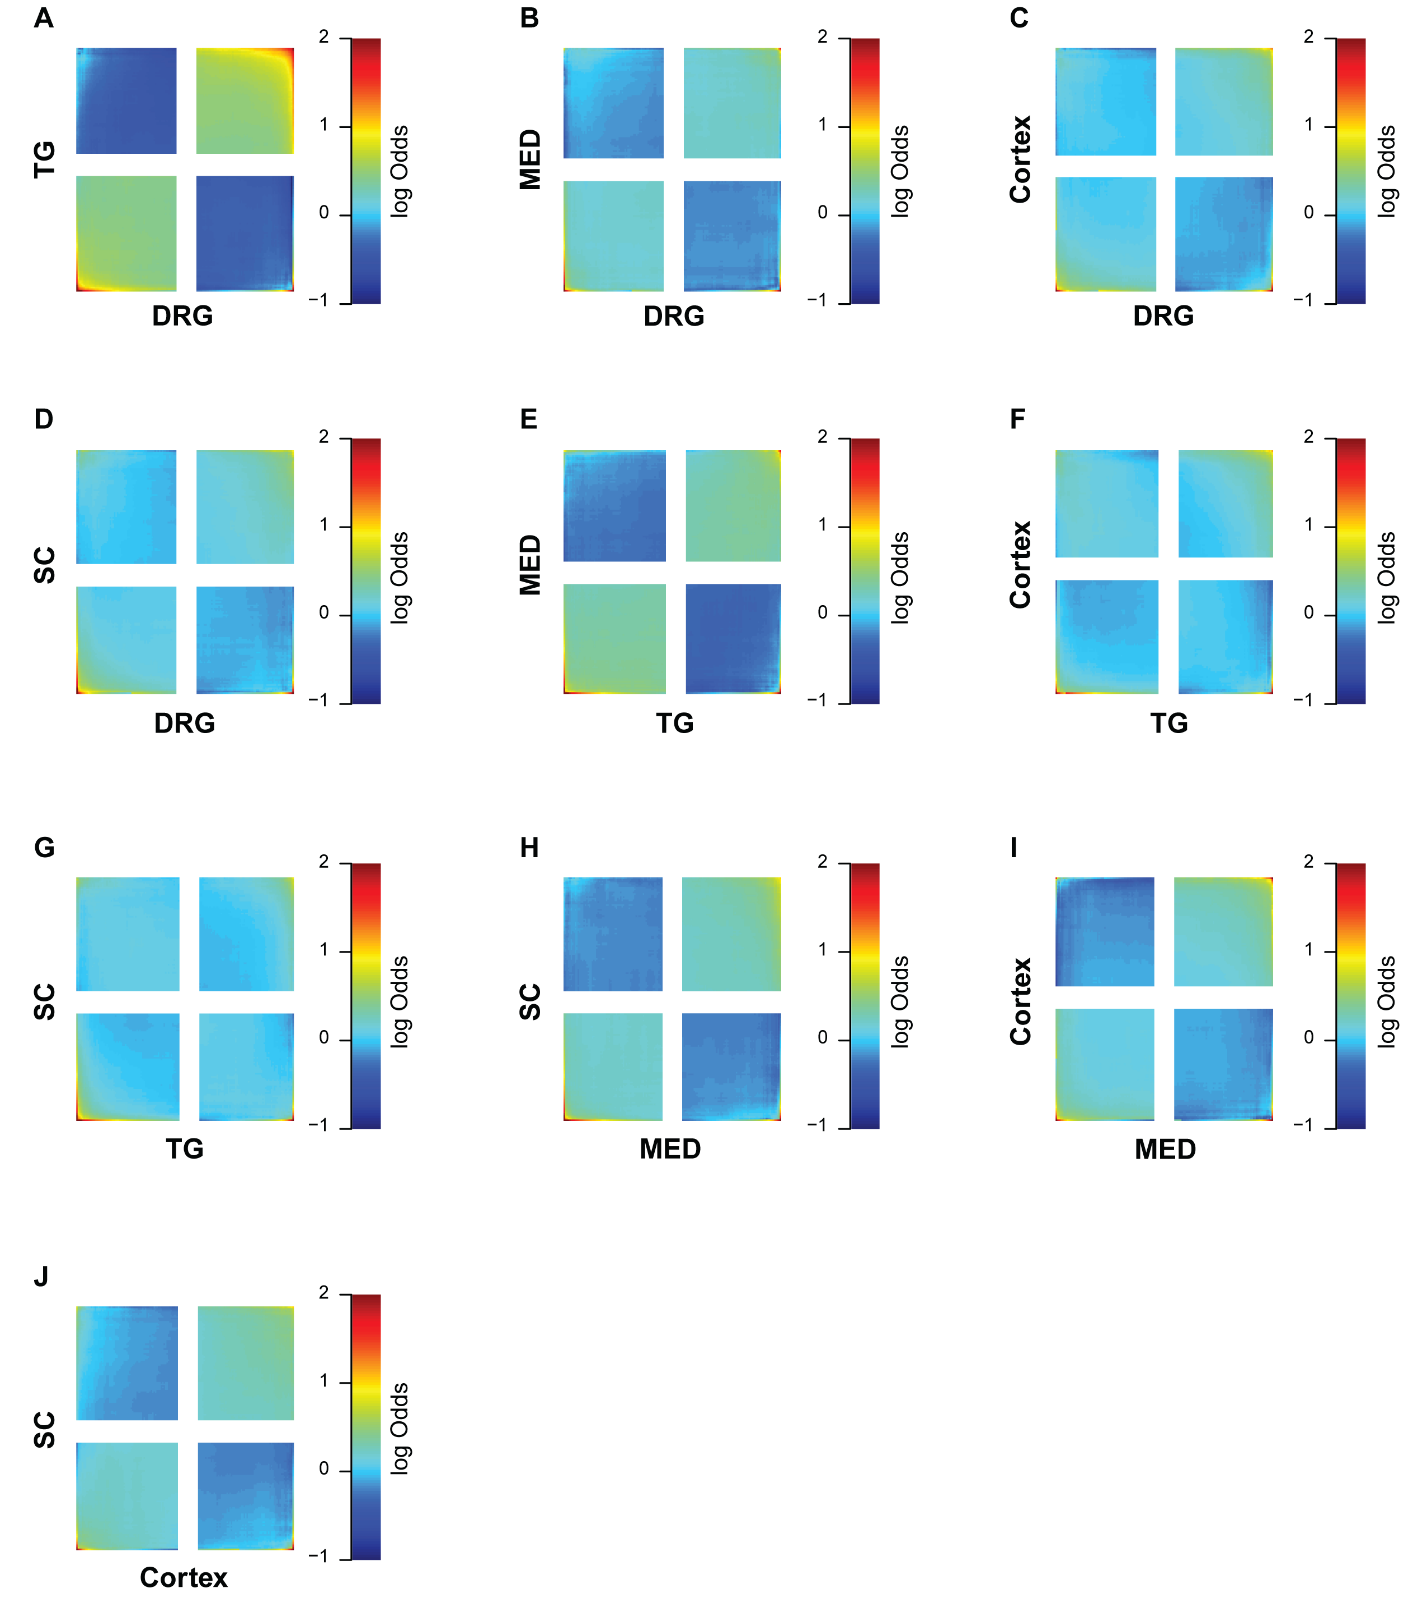
**

**Supplementary Figure S7. Concordance of FD transcriptomic changes between any two tissues .**

**(A-J)** Each plot demonstrates the concordance of expression changes for shared genes between two tissues. The x-axis represents the rank of these genes’ degree of differential expression (DDE, calculated as the sign of log2-fold change times -log10-transformation of FDR between FD and Control) from the largest (left) to the smallest (right). The y-axis represents the rank of these genes’ DDE from the largest (bottom) to the smallest (top). Each pixel represents an overlap of two sets of genes: one set consists of genes from Rank 1 to the Rank of this pixel’s y-axis value in the y-axis tissue while the other set consists of genes from Rank 1 to the Rank of this pixel’s x-axis value in the x-axis tissue. The pixel’s color represents the significance of the overlap between the two sets of genes, calculated by odds ratio (log-transformed) from the Chi-squared test. These overlaps take into account directionalities of expression changes and can be divided into four quadrants, which represent upregulation in both tissues (*bottom-left*), downregulation in both tissues (*top-right*), upregulation in x-axis tissue but downregulation in y-axis tissue (*top-left*), and downregulation in x-axis tissue but upregulation in y-axis tissue (*bottom-right*). The comparisons are between **(A)** DRG and TG, **(B)** DRG and MED, **(C)** DRG and Cortex, **(D)** DRG and SC, **(E)** TG and MED, **(F)** TG and Cortex, **(G)** TG and SC, **(H)** MED and SC, **(I)** MED and Cortex, and **(J)** Cortex and SC.

**
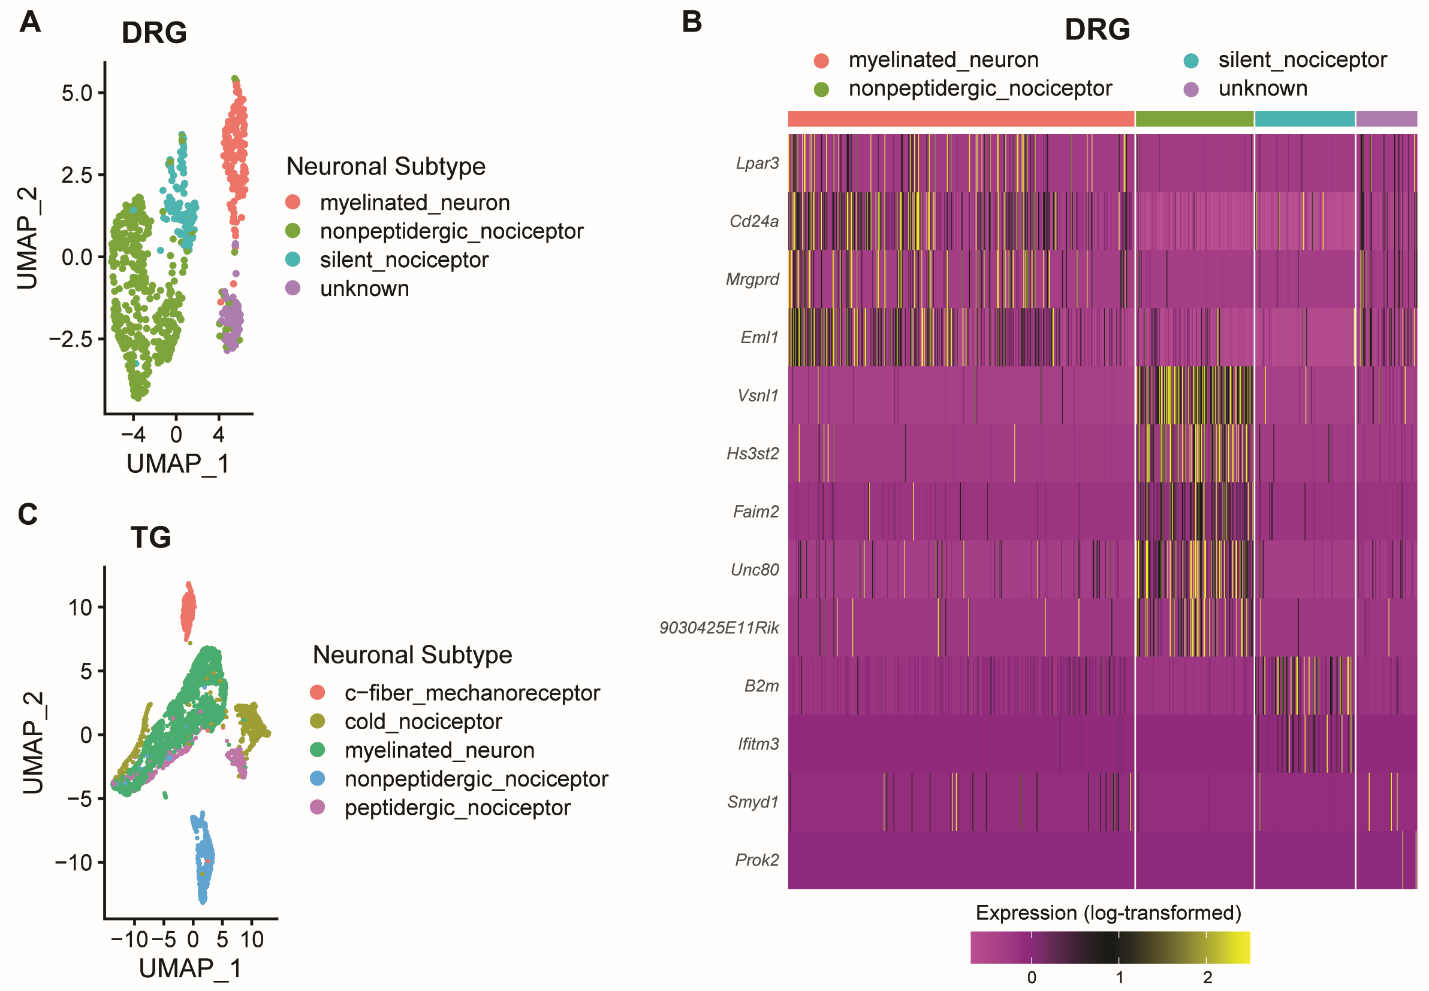
**

**Supplementary Figure S8. Re-analyses of publicly available scRNA datasets of mouse DRG and TG.**

**(A)** The scatter plot represents the 2D UMAP space of mouse DRG. Each dot represents a cell and is colored according to its assigned neuronal subtype from the re-analysis. **(B)** The heatmap represents the expression of selected markers of each neuronal subtype in mouse DRG. The rows represent neuronal subtype markers while the columns represent cells grouped by their assigned neuronal subtypes from the re-analysis. The gene expression is measured in the log-transformed scale and colored. The purple domain reflects lower expression while the yellow domain represents higher expression. **(C)** The scatter plot represents the 2D UMAP space of mouse TG. Each dot represents a cell and is colored according to its assigned neuronal subtype from the re-analysis.

How the deposited data were processed for this re-analysis (not part of the article)

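RNA-seq was made by the authors from DRG, TG, MED, cortex and SC of 12 control and 13 FD mice at 3 months of age, 124 libraries in all, with 11 control libraries in DRG. Groups follow the title of each library; the genotype label names wild type for 14 FD libraries. The authors trimmed reads with Trimmomatic 0.36, aligned them with STAR 2.5.22b to the mouse transcriptome and human ELP1, with unique reads and at most 5% mismatches, and counted reads per gene on the reverse strand with HTSeq 0.11.2. They kept genes with a median of at least 0.1 counts per 1e6 reads in a genotype and fitted FD against control in each tissue with DESeq2 1.34.0, both sexes together and with surrogate variables.

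The signal in the authors' deposited table is the mean over all libraries of a tissue of counts that the authors divided by size factors. The log2 fold changes of FD against control and their standard errors on the log2 scale come from the authors' model as deposited. The score used here is the Wald statistic that the authors deposited, the log2 fold change over its standard error. The p-value of each gene is the authors' two-sided p of that statistic, and their adjusted p follows Benjamini and Hochberg, with genes left out by independent filtering. Recomputing the adjusted p from the deposited p-values gave the same values within 6.6e-05. The number of columns of values per sample used was 0, so depth per library, the spread between mice and the surrogate variables are not analysed here, nor are the human ELP1 reads. The precision is that of the deposited standard errors, with a median over 13022 genes of 0.0417 in DRG, 0.0463 in TG, 0.0448 in MED, 0.0428 in cortex and 0.0426 in SC on the log2 scale.

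Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, networkx 3.6.1, patsy 1.0.2 and matplotlib 3.10.9, and with limma 3.58.1 in R 4.3.3. Positions, exons, GC content and lengths of genes are from GENCODE mouse release M21 on GRCm38. Folds are 2 raised to the log2 fold change with 95% intervals from the standard errors. DEGs have an adjusted p under 0.1 and a fold above 1.2 or under 0.8, as in the paper. Differences between 2 tissues were tested with z tests, Benjamini-Hochberg over all genes measured in both, at 0.05. Gene lists were tested with cameraPR on the Wald statistics of all genes with a p-value, with a preset correlation of 0.01, Benjamini-Hochberg over 230 combinations of list and tissue, at 0.05. The 47 lists cover classes of neurons, glia and other cells, stress responses, translation, synapses and sex-linked genes, and were written from general knowledge. The p-values of a list's members were also adjusted over the list alone, at 0.1. Overlaps were tested with one-sided hypergeometric tests against the genes with an adjusted p in both tissues, and neighbours of Elp1 and Fev with two-sided Fisher's exact tests on fixed lists of genes. The spread of the log2 fold changes is the square root of the mean of their squares minus the squared standard errors, over genes with a mean of at least 50 in all tissues, with intervals from 1000 bootstrap draws of genes. Networks use the edges of the paper's Table S5, with scores of at least 0.4, and hubs have at least 5 connections, as in the paper. Modules and dose-responsive genes are those of the paper's tables.

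The genes named are every gene of the paper's results text; the 10 highest and 10 lowest DEGs by log2 fold change in DRG and TG, and the 5 of each in MED, cortex and SC, with a mean of at least 10; every DEG of 3 or more tissues; up to 4 members of each list with the smallest p-values in the tissue described; the 5 genes of each dose-responsive list with the largest Wald statistics; and the 5 genes with the largest z in each test between 2 tissues. Part of the paper's DEG table and the genes drawn in its figures had been seen when this rule was written. The lists, the tests, this rule and most alternatives were set before the data were examined.

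The alternatives tried were other limits on p, fold and mean, the background of overlaps, correlated errors of tissues, other preset correlations, ranks in place of statistics, 10000 random lists matched on the mean, leaving out Elp1 and Fev, and edges with a score of at least 0.7. Added later were removal of a trend with GC content and length (a spline with 5 degrees of freedom), Wald statistics divided by their robust SD, leaving out marker genes of other cell types or genes within 10 Mb of Elp1, leaving Elp1 out of the distances, leaving Fev out of the serotonergic list, and leaving genes drawn in the paper's figures out of the fat and neutrophil lists.

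The steps were tested on simulated data with the deposited standard errors and 200 changed genes, drawn from those with a mean of at least 50. Calls per tissue used the adjusted p under 0.1 without the fold limits. The deposited Wald statistics had a robust SD from 1.09 in SC to 1.37 in MED, which the simulated errors left out, so the shares may not hold for these data. At a fold of 1.2, 78.5% of changed genes were recovered in DRG, 76.5% in TG, 76.5% in MED, 77.5% in cortex and 78% in SC. At a fold of 1.5 the shares were 96%, 96.5%, 99%, 98% and 98%, and at a fold of 2 they were 99.5%, 98.5%, 99.5%, 99% and 99.5%. A difference of 1.5-fold between tissues was recovered for 94.5% of genes for DRG and TG, 97% for DRG and cortex and 92.5% for MED and SC. These shares are for the z test with correlated errors, given the simulated correlation, and not for the main z test. False calls made up 6.16% to 14.7% of all calls per tissue. With a simulated GC trend in MED, a straight line of 0.012 per percent GC, 3359 calls became 211 after its removal, 195 of them changed genes. The changed genes were drawn without regard to GC content, so this cannot show whether the step removes real changes linked to GC content.

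Left out were tests of the paper's pathway sets and of its marker sets, whose tables were not used here, and any analysis of splicing, of single mice or of sex.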

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

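The tests of the precision in DRG alone, of the fold limit in MED, of both GC trends, of B lymphocyte markers and of a response of Hdhd3 to the loss of ELP1 were chosen after the results were seen.

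A z test of the difference between 2 tissues singled out Elp1, whose log2 fold change differed by -0.69 between DRG and cortex, by -0.65 between TG and cortex, by -0.42 between MED and cortex and by 0.39 between cortex and SC. The same test singled out Fev, by 5.06 between DRG and MED, 4.61 between DRG and SC and 4.68 between TG and MED; Crhr2, by 0.93 between DRG and TG; Caln1, by -0.80 between TG and SC; and Slit1, by 0.31 between MED and SC. Signals outside the genes that the paper discusses were the neutrophil and bone marrow markers of DRG, with a median log2 fold change of 0.82; the choroid plexus and ependymal markers of cortex, with 0.77; the neighbours of Elp1 in SC, with an odds ratio of 32.7; the correlation of the Wald statistics with GC content in MED, of 0.542; and Gm13394 in MED, with a log2 fold change of -4.32.

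The ganglia have more DEGs than the CNS tissues. More precise fold changes are argued against as the source in TG, since its median standard error, 0.0463, is the largest of the 5. In DRG the median standard error, 0.0417, is the smallest, which met the condition set for precision as the source there. That condition asked for the smallest error alone and not for the size of the margin. The value is close to 0.0426 in SC and 0.0428 in cortex. DRG has 148 DEGs against 19 and 59 there, so these errors argue against precision as the source of that difference. Against MED, with 0.0448, precision stays open. At any fold MED has 1788 genes past the adjusted p in the authors' deposited table, more than DRG and TG, so the order depends on the fold limit, and after removal of the trend with GC content and length 276 genes of MED pass, while TG still has 185 DEGs, which argues against that trend as the source of its number. Whether the trend in MED is technical or part of the biology was not tested, and the difference in tissue, with its different loss of Elp1, stays open.

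Fat cell and neutrophil markers rose in DRG, while bone and cartilage markers did not pass as a group (adjusted p = 0.911). The neutrophil markers not drawn in Fig. 2B have a median log2 fold change in TG of -0.262 (95% CI -0.422 to -0.113 over genes). That median met the bound set beforehand against more myeloid cells in both ganglia. The interval takes genes as independent and does not measure the spread between mice. The log2 fold changes of S100a8, S100a9 and Lcn2 were larger in DRG than in TG by 1.25, 1.38 and 1.03. These differences did not pass when adjusted over all genes (z tests, adjusted p = 0.895, 0.895 and 0.868), which does not show that the ganglia are alike. Without the spread between mice, more myeloid cells in both ganglia are not excluded. Fat collected with the DRG of FD mice cannot be told apart from a change in the ganglion: the markers not drawn in Fig. 2B have a median of 0.0784 (95% CI 0.0436 to 0.190), which met the bound set beforehand against fat, but that bound was wrong, because it left out 5 called markers of 26 and because markers with a high baseline would hide a small share (median 0.0619 for the 13 highest against 0.486 for the 13 lowest, Spearman's rho -0.622 between mean and log2 fold change). Bone marrow cannot be told apart either, since the B lymphocyte markers, with a median of 0.131 (-0.196 to 0.299), have means under 50 for 13 of 16 genes. A change of the cells in DRG itself was not tested. Choroid plexus markers in cortex, muscle markers in SC, and pituitary and muscle markers in TG moved as groups too. Whether other tissue was collected with these samples was not tested.

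Genes near Elp1 on chromosome 4 are frequent among the changed genes: in 3 of 5 tissues, TG, cortex and SC, a larger share of the fixed neighbours than of other genes passed at a Fisher's exact p under 0.05, while the shares in DRG and MED did not differ at that level. This is consistent with DNA of another strain that flanks the engineered Elp1 alleles. A response of these genes to the loss of ELP1 cannot be told apart from it: the log2 fold change of Hdhd3 in DRG, where Elp1 fell more, minus that in cortex has z = -1.21 (p = 0.226), and that of Alad has z = -0.883. Of 6 changed genes within 10 Mb, 4 have the same sign in all 5 tissues, against 80 of 343 elsewhere (Fisher's exact test, two-sided, p = 0.0317).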

How the results depend on the processing

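No paired analysis was possible because the values pool the libraries of each tissue; leaving out single mice and other splits of the mice could not be run for the same reason. Of 2092 values under alternatives set beforehand, 1923 kept their call or size, 80 fell below the threshold, 36 came to pass it, 53 moved and 0 reversed; of 411 under alternatives chosen after seeing the data, 371 kept, 14 weakened, 11 strengthened, 15 moved and 0 reversed. Reversals are counted for values that were called, and counts of genes cannot reverse. The rho of TG and cortex, which was not called, changed sign, from -0.0354 to 0.0146, after removal of the GC trend. Kept values include tests that passed in neither setting. Of the 2092, 1149 are list tests, while 64 of 230 combinations of list and tissue were called. Of these 64 calls, 21 were lost at a preset correlation of 0.05. Without Fev, chosen after seeing the data, the serotonergic list of DRG did not pass (adjusted p = 0.456). DEGs with a fold limit of 1.5 numbered 56 in DRG, 41 in TG, 2 in MED, 12 in cortex and 5 in SC, and by a test against a fold of 1.2 they numbered 10, 18, 2, 2 and 2. DEGs of MED rose to 129 adjusted over every gene with a p-value, 107 with a mean of at least 50 and 115 with genes of all 5 tissues, and SC had 11 at an adjusted p under 0.05. Genes past an adjusted p of 0.05 at any fold numbered 589 in TG, 1134 in MED, 216 in cortex and 37 in SC. Chosen after seeing the data, dividing the Wald statistics by their robust SD gave 195 genes past the adjusted p in DRG, 96 in TG, 81 in MED, 42 in cortex and 20 in SC, and removal of the trend with GC content and length gave 276 genes past the adjusted p and 29 DEGs in MED. The spread of log2 fold changes by the robust estimate was 0.0333 in DRG, 0.0536 in TG, 0.0644 in MED, 0.0391 in cortex and 0.0279 in SC. It was 0 in SC with a mean of at least 10, and 0.0458 in DRG and 0.0148 in SC with a mean of at least 500. With correlated errors, 8 genes differed between DRG and TG, 179 between MED and cortex and 150 between MED and SC. The correlation of errors was taken from genes with p above 0.2 in both tissues, a choice that can understate it. A preset correlation of 0.05 left 6 lists in TG and 9 in SC; the correlation itself cannot be estimated from these values. With a mean of at least 50, 6 lists did not pass: serotonergic (adjusted p = 0.147), nerve injury (0.0652) and erythroid (0.269) in DRG, skeletal muscle (0.51) in TG, and amino acid transporters (0.102) and C low-threshold mechanoreceptors (0.0563) in SC. With ranks, 3 did not: serotonergic in DRG (0.48), myelinated mechanoreceptors in cortex (0.144) and presynaptic genes in SC (0.111). Against random lists, 4 did not: heat shock genes in TG (0.0517), and amino acid transporters (0.235), presynaptic (0.0717) and pan-neuronal genes (0.0696) in SC. After removal of the trend with GC content and length, chosen after seeing the data, 4 did not, among them chromatin regulators in MED, cortex and SC. In cortex 10 of 12 lists passed again. At any fold, DRG shared 191 genes with TG, 88 with MED, 36 with cortex and 9 with SC; TG shared 189 with MED, 49 with cortex and 15 with SC; MED shared 74 with cortex and 15 with SC; and cortex and SC shared 10. Without Elp1 and genes within 10 Mb of it, chosen after seeing the data, 4 were shared by DRG and cortex, 0 by DRG and SC, 5 by TG and MED, 0 by TG and cortex, 2 by TG and SC, 2 by MED and cortex, 1 by MED and SC and 0 by cortex and SC. TG and cortex shared 2 without Elp1 and Fev, and TG and SC shared 2 at an adjusted p under 0.05. The slopes for DEGs of 1 tissue alone, a choice of genes that lowers a slope, were 0.279 for DRG and 0.304 for TG. With log2 fold changes in place of Wald statistics, rho was 0.102 for DRG and MED, 0.180 for TG and MED, -0.0151 for TG and cortex, -0.0178 for TG and SC and 0.110 for cortex and SC. Without genes past the adjusted p it was 0.0315 for DRG and cortex, -0.0650 for TG and cortex and 0.0520 for MED and cortex. After removal of the GC trend, chosen after seeing the data, it was 0.0842 for DRG and cortex, 0.0345 for DRG and SC and 0.251 for MED and cortex. Edges with a score of at least 0.7 left 1 gene in the network of Elp1 in DRG, 1 in TG and 2 in MED. Near Elp1, the odds ratio was 2.78 in DRG at an unadjusted p under 0.05, and within 10 Mb, chosen after seeing the data, 2.07 in TG and 6.01 for DEGs of MED. Where a value depends on a setting, the cause was not tested.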

Differences from the paper's values

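For the overlap of DEGs of DRG and TG the paper gives a p of 4.55E-54, and the value here is 8.8e-56. Of the alternatives set before the data were examined, the background of genes with a p-value in either tissue gives 3.2e-54, which is within the limit, while an adjusted p under 0.05 (5.1e-48), any fold (4.1e-99), the same direction (8.2e-63) and leaving out Elp1 and Fev (9.1e-53) do not come within it. For the distances from Elp1 of the genes shared by DRG and TG the paper gives a correlation of 0.88, and the value here is 0.921. No alternative set before the data were examined covers it; leaving out Elp1, chosen after seeing the values, gives 0.881 and drops 1 gene that the paper calls, Elp1.

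The paper puts Elp1 lowest of all genes in every tissue: by the Wald statistic it is number 1 in all 5 tissues here, and by log2 fold change among DEGs it is number 1 in DRG, TG and SC, number 2 in MED and number 4 in cortex. The paper names Fev as the gene with the strongest rise in MED and SC as well. Here Fev in SC has a log2 fold change of 1.03 with an adjusted p of 0.19 in the authors' deposited table. In MED Fev has 0.58 with no adjusted p, as for genes left out by independent filtering, while in DRG and TG it is the highest. Among the DEGs with a mean of at least 10, the highest log2 fold change is 0.51 in MED (Ddr2) and 0.64 in SC (Slc26a10). Fev lies above both by size, so what is missing in MED and SC is its call and not a large fold. The paper describes the dose-responsive genes as not changed significantly: at an adjusted p under 0.1, 144 of 156 in DRG, 132 of 137 in TG and 473 of 514 in MED pass in the authors' deposited table, while 103, 83 and 503 of them are not DEGs. The paper counts under 5 shared DEGs for each pair of CNS tissues: MED and cortex share 5 here, namely Elp1, Hdhd3, Alad, Gm13394 and Nexn, while MED and SC share 4 and cortex and SC share 4. The paper describes discordant changes between PNS and CNS, from a rank-rank overlap of genes split by direction. The measure here is a single correlation of the Wald statistics over all genes. It was above 0 for DRG with MED, cortex and SC and for TG with MED. For TG with cortex (-0.0354) and SC it was below 0. Removal of the trend with GC content and length was chosen after seeing the data. After it, the correlation was 0.0146 for TG with cortex and -0.0763 for TG with SC. A correlation over all genes and an overlap by direction differ in kind, so these correlations do not contradict the paper's result. The paper places more dysregulation in the PNS: at any fold MED has the most genes past the adjusted p in the authors' deposited table, 1788, while the number is 276 after removal of the trend with GC content and length, and 81 against 195 in DRG and 96 in TG with Wald statistics divided by their robust SD, both chosen after seeing the data, and DEGs, at the paper's limits, are most frequent in TG and DRG. The paper finds a chromatin term enriched among the signature genes of MED and not among those of the PNS. The list of chromatin regulators used here is not the paper's set, and cameraPR asks whether its members shift on balance. That test passed in TG (adjusted p = 3.8e-05) and DRG (adjusted p = 0.0208, and 0.189 with a preset correlation of 0.05, where it does not pass). It also passed in MED (adjusted p = 5.1e-09), where it does not pass after removal of the GC trend, chosen after seeing the data (adjusted p = 0.212). Enrichment among signature genes and a shift of a list differ in kind, so these values do not contradict the paper's result. No alternative is chosen because it comes closer to the paper.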

Other observations

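Interferon-stimulated genes fell in the 3 CNS tissues, with a median fold of 0.910 in MED (adjusted p = 3.8e-04), 0.910 in cortex (adjusted p = 6.6e-04) and 0.900 in SC (adjusted p = 1.2e-04), and did not pass in DRG (adjusted p = 0.957) or TG (adjusted p = 0.898). In MED, Oasl2 fell to 0.842 of control (95% CI 0.759 to 0.933) and B2m to 0.924 (0.876 to 0.974). Genes encoded by the mitochondrial genome fell in MED (median fold 0.880, adjusted p = 4.0e-07; after removal of the trend with GC content and length, chosen after seeing the data, adjusted p = 0.0174), with mt-Cytb at 0.873 (0.831 to 0.918) and mt-Co1 at 0.880 (0.835 to 0.927). Pan-neuronal genes rose in SC (median fold 1.04, adjusted p = 1.2e-04), where no member passed the adjusted p of the authors' deposited table and 9 of 18 rose adjusted over the list alone; the call was lost against random lists matched on the mean (adjusted p = 0.0696).

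Some lists of glial genes fell in CNS tissues, while astrocyte markers in MED (adjusted p = 0.898), satellite glia markers in MED (adjusted p = 0.615) and oligodendrocyte and Schwann cell genes in SC (adjusted p = 0.615 and 0.332) did not pass. Astrocyte markers fell in cortex (median fold 0.950, adjusted p = 1.6e-06), with Slc4a4 at 0.900 of control (95% CI 0.848 to 0.955), in SC (0.968, adjusted p = 1.3e-04), with Gja1 at 0.917 (0.878 to 0.958), and in TG (0.940, adjusted p = 0.0239, and 0.108 with a preset correlation of 0.05). Satellite glia markers, which share Aldh1l1, Gja1 and Slc1a3 with the astrocyte list, fell in cortex (0.969, adjusted p = 0.00782) and SC (0.966, adjusted p = 9.8e-04). Schwann cell and myelin genes fell in cortex (0.918, adjusted p = 5.7e-06), with Pmp22 at 0.884 (0.834 to 0.937), and in MED (0.949, adjusted p = 0.00523), and rose in TG (1.10, adjusted p = 0.011, and 0.0795 with a preset correlation of 0.05). Oligodendrocyte markers fell in MED too (0.953, adjusted p = 0.0269, and 0.119 with a preset correlation of 0.05), with Aspa at 0.878 (0.809 to 0.953).

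Fibroblast and meningeal markers fell in MED (median fold 0.862, adjusted p = 2.9e-04) and SC (0.934, adjusted p = 0.00728, and 0.0731 with a preset correlation of 0.05). Endothelial and mural markers fell in MED (0.931, adjusted p = 7.8e-04) and rose in SC (1.07, adjusted p = 3.5e-04) and DRG (1.05, adjusted p = 0.0283, and 0.132 with a preset correlation of 0.05). Erythroid markers rose in SC (1.14, adjusted p = 4.8e-05) and DRG (1.16, adjusted p = 0.0269, and 0.121 with a preset correlation of 0.05). Skeletal muscle markers rose in TG (1.30, adjusted p = 0.00606, and 0.0777 with a preset correlation of 0.05), with Cox6a2 at 2.50-fold (1.62 to 3.87), and pituitary markers fell in DRG (0.919, adjusted p = 0.00227). With calls that a preset correlation of 0.05 ends, p53 target genes rose in TG (1.05, adjusted p = 0.0103, then 0.0777), heat shock genes fell in TG (0.957, adjusted p = 0.00673, then 0.0617), nerve injury genes rose in DRG (1.06, adjusted p = 0.0423, then 0.181), and immediate early genes and markers of C low-threshold mechanoreceptors fell in SC (0.944, adjusted p = 0.00897, then 0.0795, and 0.958, adjusted p = 0.0268, then 0.0968). Bone and cartilage markers fell in cortex (0.929, adjusted p = 0.0269, then 0.136 in the same way). Circadian genes, sensory neuron transcription factors, B lymphocyte markers and mitochondrial aminoacyl-tRNA synthetases passed in no tissue, with smallest adjusted p of 0.0689, 0.351, 0.288 and 0.518.

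Activation of the whole chromosomal region around Fev is argued against by its other neighbours in DRG, with a median log2 fold change of 0.00132. Xist has a negative log2 fold change in 5 of 5 tissues, from -0.68 to -0.09, and the Y-linked genes have medians of -0.40 in TG, 0.18 in MED, -0.39 in cortex and 0.56 in SC. These directions met the bound set beforehand against the different share of males among FD and control mice, but that bound was wrong: no value passed an unadjusted p of 0.05 (smallest 0.167 for Xist and 0.162 for Y-linked genes), and the paper states that its surrogate variables corrected for sex, so the share of males cannot be told apart from chance here.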
